# Translation factor eIF5a is essential for IFNγ production and cell cycle regulation in primary CD8^+^ T lymphocytes

**DOI:** 10.1038/s41467-022-35252-y

**Published:** 2022-12-17

**Authors:** Thomas C. J. Tan, Van Kelly, Xiaoyan Zou, David Wright, Tony Ly, Rose Zamoyska

**Keywords:** Cell biology, RNA, Cytotoxic T cells, Lymphocyte activation, Interferons

## Abstract

Control of mRNA translation adjusts protein production rapidly and facilitates local cellular responses to environmental conditions. Traditionally initiation of translation is considered to be a major translational control point, however, control of peptide elongation is also important. Here we show that the function of the elongation factor, eIF5a, is regulated dynamically in naïve CD8^+^ T cells upon activation by post-translational modification, whereupon it facilitates translation of specific subsets of proteins. eIF5a is essential for long-term survival of effector CD8^+^ T cells and sequencing of nascent polypeptides indicates that the production of proteins which regulate proliferation and key effector functions, particularly the production of IFNγ and less acutely TNF production and cytotoxicity, is dependent on the presence of functional eIF5a. Control of translation in multiple immune cell lineages is required to co-ordinate immune responses and these data illustrate that translational elongation contributes to post-transcriptional regulons important for the control of inflammation.

## Abstract (web summary)

The translational elongation factor eIF5a may have a function in T cell protein translation. Here the authors show that hypusination of eIF5a or deletion of eIF5a alters the profile of mRNA translation in T cells and that eIF5 regulates the proliferation and effector function of these T cells.

## Introduction

Regulation of protein expression at the level of ribosome production and translation can rapidly rewire and co-ordinate responses to changing environmental cues. Poor correlations between transcriptomes and proteomes have been documented in numerous cell types, including stem cells^1^ and T lymphocytes^2^ indicating that a substantial proportion of their protein production is regulated translationally. Both these lineages can undergo rapid expansions and changes in cell identity in response to environmental triggers^3^. Regulation of ribosome biogenesis and global mRNA translation^3^ contribute to this plasticity together with more targeted post-transcriptional regulons, important for directing the production of proteins with related functions or involved in common biological pathways^4^. Regulation of such subsets of mRNAs frequently involves interactions with RNA-binding proteins or non-coding RNAs (eg miRNA and lncRNA)^5,6^. In addition, alterations in ribosome constituents or the proteins involved with the translation of mRNAs can influence protein production. We showed that for naïve CD8^+^ T cells the degree of ribosome biogenesis was dramatically affected by the extent of activation through the T cell receptor (TCR), which impacted translation both globally and selectively for groups of proteins^7^. How this plasticity of translational control is orchestrated around the ribosome is not well understood, but a number of proteins are directly involved with the ribosome during translation^8,9^ and these may themselves be regulated both translationally and post-translationally. One such protein is the translation factor eIF5a, one of the top 20 most abundant proteins in CD8^+^ T cells^2^. eIF5a was originally identified as a translation initiation factor, but may also function in translation elongation and termination^10^ for specific subsets of proteins^11^. In particular, eIF5a is required for efficient peptide bond formation between consecutive proline residues and may influence translation of glycine and charged amino acids^10,12^, suggesting it is an important player in influencing post-transcriptional regulons.

eIF5a isoforms in eukaryotes and archaea are the only proteins with post-translational attachment of a hypusine residue on Lys^50-51^ ^13^, a modification that is essential for eIF5a function^14^. The site of hypusination is in contact with the acceptor stem of the P site tRNA on 80S ribosome^15^ and non-modified eIF5a was inefficient in facilitating peptide synthesis^16^, while inhibition of the hypusination pathway impaired proliferation in mammalian cells^17,18^. Spermidine, a natural polyamine, is the donor moiety for eIF5a hypusination and is reduced in ageing cells. Dietary supplementation of spermidine restored both the abundance of eIF5a hypusination and age-related impairments in T cell function^19^, and extended the life span of yeast, flies, worms, and cultured human PBMCs^20^. Therefore strong evidence links the abundance of eIF5a hypusination and its function in age-related immunosenescence.

The aim of this study was to determine first how the activity of eIF5a itself is regulated in T lymphocytes, and secondly, whether eIF5a selectively regulates translation of specific subsets of mRNA during T cell activation. We use CRISPR knockout of eIF5a itself and of the dedicated enzymes required for its hypusination, deoxyhypusine synthetase (DHPS) and deoxyhypusine hydroxylase (DOHH), and compared the effect of the knockouts with inhibition of hypusination by the deoxyhypusine synthase inhibitor, GC7. We show that naïve T cells express abundant eIF5a but with limited hypusine modification suggesting restricted functionality. Upon activation eIF5a protein production is up-regulated and DHPS and DOHH enzymes are expressed making the hypusinated form of eIF5a more abundant. Total loss of eIF5a surprisingly increased production of some ribosomal proteins, translation elongation factor eEF1 components and a possible translational inhibitor, eIF6, while decreasing components of translation initiation factors eIF3 and eIF5, suggesting changes in the composition of the mRNA translation machinery. Mass spectrometry analysis of nascent peptide production in eIF5a knockout T cells confirmed unequal impacts on synthesis of specific sets of proteins in the absence of eIF5a, particularly those involved in cell cycle regulation and cytokine production, with the most profound impact on IFNγ production. These acute changes were accompanied by a failure of the cells to survive in the longer term. Treatment with GC7 did not faithfully reproduce the phenotypes of DHPS and DOHH knockout cells indicating a significant off-target impact of this drug. Overall our data are consistent with eIF5a co-ordinating post-transcriptional regulons in T lymphocytes and thus primary T cell function.

## Results

### T cell activation promotes maturation of eIF5a

A unique feature of T cells is that they exist for long periods as naïve cells which are functionally immature, non-dividing and metabolically inert, with very low levels of macromolecular synthesis^21^. Upon stimulation through their antigen-specific TCRs they rapidly turn on gene transcription and protein synthesis. In the initial 24 h following stimulation CD8^+^ T cells increase cytoplasmic mass by approximately 4-fold, indicating a rapid initiation of macromolecular synthesis, before commencing a burst of proliferation with a division time as short as 2–4h^22,23^.

We examined the functional maturation of eIF5a in OT-1 CD8^+^ T cells which express a single specificity transgenic TCR that recognises a peptide, SIINFEKL, from chicken ovalbumin. Western blot of cell lysates from naïve OT-1 T cells showed abundant expression of eIF5a, but low signal with a hypusine-specific Ab (Fig. 1a, b). Upon activation the abundance of hypusinated eIF5a increased by ~3-fold, concurrent with a similar increase in expression of DHPS, the enzyme that catalyses transfer of the 4-aminobutyl moiety of spermidine to eIF5a. The abundance of both hypusinated eIF5a and DHPS peaked between 24-48 h, increasing ~2-fold above that of a control protein, ZAP-70. Single-cell measurement of hypusinated and total eIF5a using flow cytometry (Fig. 1c, d) corroborated the western blot and hypusine and eIF5a abundance was shown to increase by 4 h. Staining peaked at 24 h with ~7-fold increase in hypusination and 4-fold increase in total eIF5a, a 1.5-2 fold greater increase of hypusine relative to total eIF5a, which made it likely that both newly synthesised and pre-existing pools of eIF5a were hypusinated. ^3^H-spermidine was shown previously to label a single protein with a hypusine modification upon activation of human lymphocytes^13^. The protein was subsequently identified as eIF5a (previously eIF-4D^24^) and it is the sole protein in the eukaryote proteome to carry the hypusine modification.

**Fig. 1:**
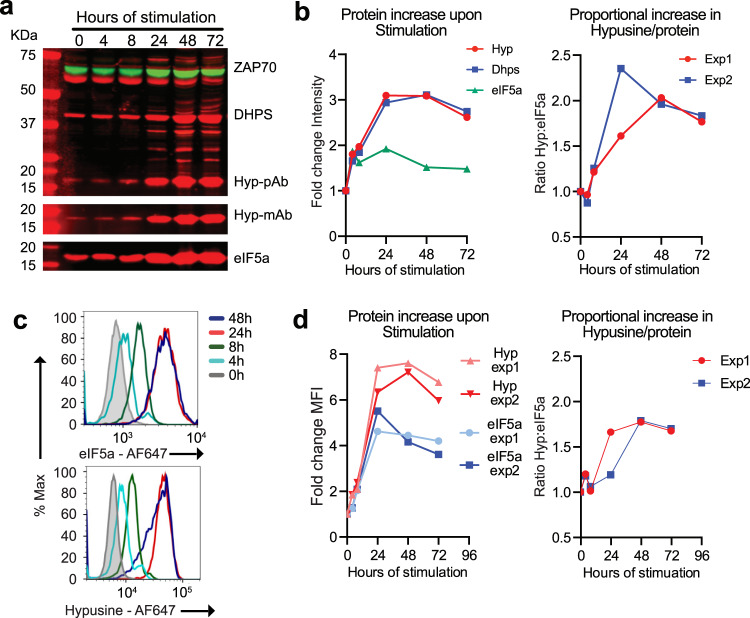
Hypusination of eIF5a is induced by T cell activation. **a** Naïve OT-1 lymph node CD8^+^ T cells were stimulated with agonist peptide SIINFEKL for the times indicated and a western blot of total cell lysates was probed with Abs for DHPS, hypusine, eIF5a and ZAP70 as loading control, equal cell numbers were loaded in each lane. **b** Fold up-regulation and Hyp:eIF5a ratio were calculated relative to the 0 h time point, after normalisation against ZAP70 intensity at the same time point. One representative of three independent experiments is shown. Lines in left panel: red, Hyp-pAb; blue, DHPS; green: eIF5a. Lines in right panel: red, Experiment 1; blue, Experiment 2. **c** Flow cytometric analysis over time are shown of OT-1 cells stained with Abs against eIF5a and hypusine. The small brighter peak of staining at 4 h may be an artefact due to aggregation of cells which could not be excluded by single cell gating strategies. Lines: grey shaded, 0 h; light blue, 4 h; green, 8 h; red, 24 h; dark blue, 48 h. **d** Relative mean fluorescent intensities (MFI) from two independent flow cytometry experiments are shown and were used to calculate the Hyp:eIF5a ratio on the right. Lines in left panel: light and dark red, Hypusine in Experiment 1 and 2, respectively; light and dark blue, eIF5a in Experiment 1 and 2, respectively. Lines in right panel: red, Experiment 1; blue, Experiment 2.

### Abrogation of eIF5a disrupts key cellular functions

Hypusination of eIF5a allows efficient facilitation of translation elongation in vitro^16^ and may be responsible for its cytoplasmic localisation^25^. However, it is unclear whether or not the non-hypusinated precursor and deoxyhypusinated intermediate forms of eIF5a have any activity in primary cells. This question is important as targeting DHPS or DOHH, as a means to inhibit eIF5a, may not be an optimal strategy given that deletion of budding yeast DOHH had only a mild phenotype^26^ whereas embryonic targeting of DOHH in mouse was lethal^27^. Many studies utilise the drug GC7 to inhibit hypusination and function of eIF5a. GC7 is a spermidine derivative which competes with spermidine for binding to DHPS, preventing the conversion of non-hypusinated eIF5a precursor to its deoxyhypusinated intermediate, but it is undocumented whether GC7 has effects beyond inhibiting eIF5a.

Naïve OT-1 T cells were activated for 2 days, and then either treated with GC7 for 2 days or transfected with CRISPR-Cas9 guides to disrupt *Eif5a*, *Dhps* or *Dohh* genes. *Eif5a* KO cells were routinely recovered after 3d culture in cytokine IL-2 to maximise cell recovery while other KOs could be left for 4d. Time-course analysis further showed that the phenotypic changes of the knockouts, measured by flow cytometry with antibodies against specific proteins (representative gating strategies shown in Supplementary Fig. 1), correlated with loss of the CRISPR targeted molecules (Supplementary Fig. 2a). CRIPSR-Cas9 transfection controls were targeted for the surface molecule, Thy 1. Given targeting efficiency was maximally 80%, both KO and untargeted cells from the same culture could be analysed by intracellular staining for eIF5a or hypusine to identify positive cells. Figure 2a shows a representative experiment with a mean percentage KO of *Eif5a*, *Dhps*, and *Dohh* of 38.4%, 71.6% and 78.9%, respectively. Depletion of eIF5a protein in *Eif5a* KO cells was confirmed by western blotting using FACS-sorted eIF5a positive and negative populations (Fig. 2b). eIF5a depletion has been shown to affect cellular proliferation^11,28^, and this was reflected by the significantly lower cell recovery from cultures in *Eif5a* KO cells compared to control *Thy1* KO cells. Similarly there was a decrease in cell recovery when hypusination was impaired in GC7-treated, *Dhps* and *Dohh* KO cells but this was not as profound as for the *Eif5a* KO (Fig. 2a).

**Fig. 2:**
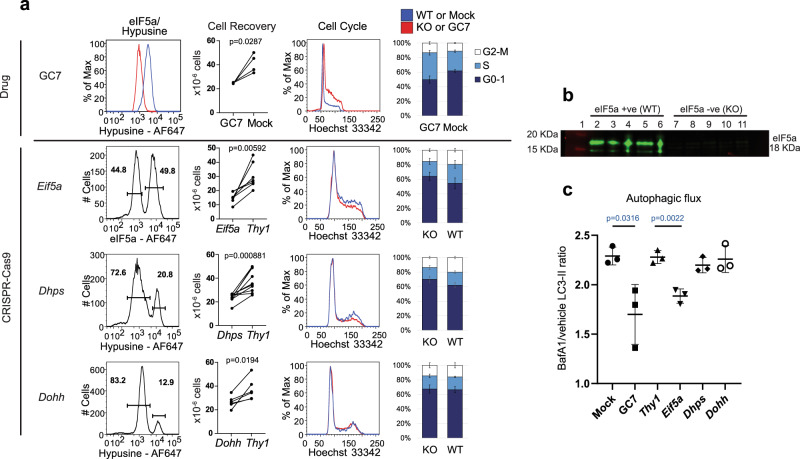
eIF5a regulates cell cycle and autophagy. **a** FACS overlay histograms showing expression of eIF5a or hypusine assessed at d3 (GC7 and *Eif5a*) and d4 (*Dhps* and *Dohh*). KO of cell surface marker Thy1 was included as a CRISPR control. Cell Recovery column shows the number of cells recovered at the time of harvest for each treatment paired to their control treatment (mock-treatment for GC7 and *Thy1* KO for CRISPR cells, *n* = 4 independent experiments for GC7, 7 for *Eif5a*, 10 for *Dhps*, 6 for *Dohh*). Cell cycle profiles were obtained from Hoechst 33342 staining. Mean percentage of cell cycle phases was plotted, pairing positive and negative cells from individual cultures (*n* = 4 independent experiments for GC7, 12 for *Eif5a*, 7 for *Dhps*, 8 for *Dohh*). Error bars represent SD between experiments. P values were calculated using a paired two-sided *t* test. Lines: blue, WT or Mock; red, KO or GC7. Bars: dark blue, G0-1; light blue, S; white, G2-M. **b** Western blot of *Eif5a*-CRISPR cells sorted into eIF5a positive and negative populations by flow cytometry according to their eIF5a intensities, and detected with an eIF5a antibody (*n* = 5 biological replicates). Lane 1: size marker; lane 2-6: sorted eIF5a+ cells (WT); lane 7-11: sorted eIF5a- cells (KO). **c** Autophagic flux was quantified by measuring the level of autophagosomal membrane-bound LC3-II in cells treated with lysosomal inhibitor bafilomycin A1 (BafA1) compared to mock vehicle-treated cells (*n* = 3 biological samples, *P* values were calculated using unpaired two-sided *t* test) Centre line and error bars represent mean value ±SD between biological replicates. **a**–**c** OT-1 LN T cells were stimulated for 48 h with 100 nM SIINFELK peptide before CRISPR-Cas9 KO of *Eif5a*, *Dhps* or *Dohh* or treatment with 10 µM GC7 and were subsequently maintained in IL-2. The GC7 experiment with its controls was performed independently of the CRISPR-KO experiment.

Cellular proliferation was examined in greater detail using Hoechst staining to identify phases of the cell cycle. Surprisingly GC7 inhibition of eIF5a hypusination resulted in cell cycle profiles that were distinct from those observed following knockout of *Eif5a*, *Dhps*, or *Dohh*. GC7 caused a pronounced cellular accumulation in S phase whereas *Eif5a* and *Dhps* KO cells tended to accumulate in the G0/1 phase of the cell cycle while knockout of *Dohh* showed no appreciable changes in the cell cycle profile (Fig. 2a) despite reduced hypusination. Thus loss of eIF5a and DHPS likely caused prolonged G1 or defective G0-1 entry, while the deoxyhypusinated intermediate form of eIF5a in DOHH KOs, was partially active possibly slowing progression through the cell cycle. In contrast GC7-treated cells accumulated in S phase suggesting that the drug has off-target effects on cell cycle beyond its impact on eIF5a hypusination.

Spermidine is a key substrate for hypusination and function of eIF5a, and its loss impacts the autophagic flux in both B and T cells. Compared to young individuals, T and B cells from elderly people have reduced autophagy which was reversed by the provision of spermidine through a mechanism involving eIF5a supported translation of the master transcription factor, TFEB, which regulates autophagy^29,30^. KO CD8 CTL were treated with the lysosomal inhibitor bafilomycin A1 (BafA1) or vehicle for 2 h and selectively permeabilised to allow detection of autophagosomal membrane-bound LC3-II^30^. Autophagic flux was defined as the MFI of LC3-II in BafA1-treated cells divided by vehicle-treated cells. Whereas GC7-treatment and *Eif5a* KO reduced autophagy to a similar extent, KO of *Dhps* and *Dohh* did not affect autophagic flux (Fig. 2c). These data confirm that eIF5a is important for autophagy but appear to contradict data which showed that autophagy was reduced in *Dohh* KO cells^30^. The latter measured autophagy in immortalised KO MEFs so the discrepancy may reflect residual eIF5a hypusination sufficient to maintain the autophagic flux in our experiments or may lie with the different cell lineages used for the analyses.

After 3-4d culture in IL-2 T cells differentiate to cytotoxic T lymphocytes (CTL) and we tested the impact of loss of either hypusination or eIF5a protein on effector function. KO cells were restimulated with antigenic peptide for 4 h to reactivate effector cytokine transcription and translation and labelled with puromycin during the last 20 min to assess global protein production. Incorporation of puromycin into nascent proteins was analysed by flow cytometry and showed significant reduction following all treatments (Fig. 3a, b). In contrast, the production of a specific effector cytokine IFNγ, encoded by *Ifng* gene, was most profoundly affected in *Eif5a* KO cells, with the majority of the population falling in the negative gate, and was less reduced in GC7 treated and *Dhps* KO cells while *Dohh* KO cells showed only a minor decrease in IFNγ^+^ cells. Control *Thy1* KO cells showed no reduction in either total protein or specific cytokine production. Cytokine production was also followed over time and showed loss of IFNγ protein mirrored loss of eIF5a (Supplementary Fig. 2a). In contrast, TNF production by *Eif5a* KO cells was comparable to control cells at d2 and showed only a small reduction by d3. Together these data indicate that the loss of IFNγ production was selective rather than reflecting a general shut down in cytokine translation.

**Fig. 3:**
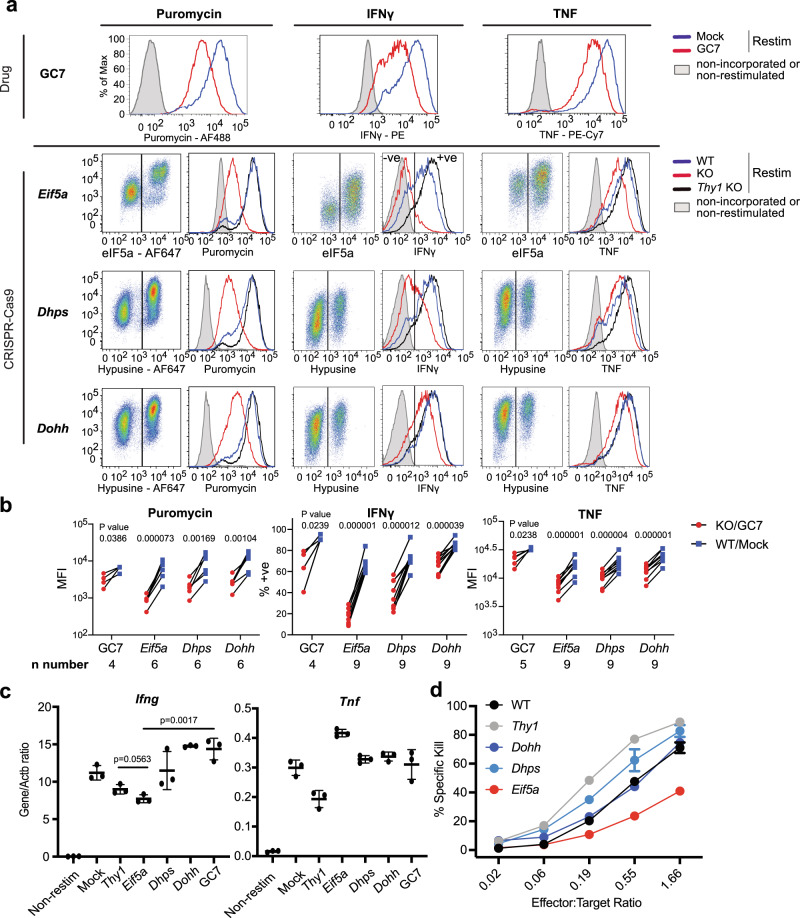
eIF5a regulates IFNγ translation and cytotoxicity. **a** FACS dot plots indicate gating for positive and negative cells and histograms show puromycin incorporation, IFNγ and TNF expression as indicated in GC7 or CRISPR KO cells which were restimulated with 100 nM SIINFEKL peptide and Brefeldin A for 4 h prior to staining. Lines: grey shaded, non-incorporated or non-restimulated control; blue, WT or Mock; red, KO or GC7. **b** Mean fluorescent intensity (MFI) of paired samples gated for positive and negative cells as shown in (**a**) from >4 independent experiments (individual *n* numbers stated on graph. *P* values were calculated using paired two-sided *t* test). Dots: blue, WT or Mock; red, KO or GC7. **c** *Ifng* and *Tnf* mRNA was measured by RT-qPCR from bulk drug-treated or transfected cells as indicated (*n* = 3 biological samples, *P* value were calculated using unpaired two-sided *t* test). Centre line and error bars represent mean value ±SD between biological replicates. **d** Specific cytotoxic activity of T cell KO and control populations was quantified by FACS by changes in the ratio between EL-4 cells pulsed with SIINFEKL peptide and control unpulsed, fluorescently labelled EL-4 cells (2 independent experiments with 3 technical replicates each). Error bars represent SD between technical replicates. Lines and dots: black, WT; grey, *Thy1*; dark blue, *Dohh*; light blue, *Dhps*; red, *Eif5a*.

We assessed whether transcription or translation of *Ifng* and *Tnf* mRNA was impacted by the KOs, by performing RT-qPCR analysis on cell lysates from GC7/mock-treated cells and unseparated *Thy1*, *Eif5a*, *Dhps* and *Dohh* targeted populations. In these experiments two separate CRISPR guide RNAs were used to target *Eif5a* increasing the KO efficiency to >80%, comparable to *Dhps* and *Dohh* targeted cultures. In contrast to the non-restimulated control cells, all cells restimulated with peptide significantly up-regulated *Ifng* and *Tnf* mRNA as expected (Fig. 3c). *Dhps*, or *Dohh* KO or GC7-treated cells did not show decreased *Ifng* and *Tnf* mRNAs compared to control cells while KO of eIF5a reduced *Ifng* mRNA by approximately 30% and surprisingly increasing production of *Tnf* mRNA. We conclude that fully matured eIF5a is required for translation of *Ifng* and to a lesser extent *Tnf*, but that loss of eIF5a also impacts transcription for example, of *Ifng*, likely via reduced translation of eIF5a-dependent transcription factors essential for cytokine production, as discussed below.

We tested whether *Eif5a*, *Dhps* and/or *Dohh* KO CTL killed antigen-expressing target cells (Fig. 3d). There was a three-fold reduction in specific killing after knockout of *Eif5a* while loss of *Dohh* had no impact and the *Dhps* knockout showed a slight improvement in killing in two independent experiments. *Thy1* KO cells also consistently killed targets more effectively which was likely due to Thy1 being a highly glycosylated surface molecule which may negatively impact effector:target cell conjugation. The reduction in the killing capacity of *Eif5a* KO cells was not due to changes in the production of the key cytotoxic effector molecule, Granzyme B, as its production was unaffected by loss of eIF5a, nor did it appear to be due to exhaustion of the CTL as PD-1 expression was unchanged (Supplementary Fig. 2a).

We further asked whether KO cells could respond to infection following challenges in vivo. OT-1 *Eif5a, Dhps* or *Dohh* targeted cells (expressing CD45.1) were each mixed 1:1 with *Thy1* KO cells (expressing CD45.2) and injected into wild type recipients together with ovalbumin expressing *Listeria monocytogenes* (*Lm*OVA). Splenocytes were harvested 6d later and the frequency of recovered donor cells assessed (Supplementary Fig. 2b). Very few targeted cells were recovered from the infected mice compared to the Thy1-KO control cells, irrespective of whether eIF5a was knocked out directly or its hypusination was impaired. Those CD45.1 knockout cells that were recovered were exclusively cells that had failed to delete the gene of interest (Supplementary Fig. 2b) indicating that for CD8 CTL cell expansion and/or survival in vivo the expression of eIF5a and its hypusination are essential.

### Systematic analysis of eIF5a-regulated translation in T cells

The regulation of specific groups of proteins by functional eIF5a was assessed by incorporation of 4-Azido-L-homoalanine (AHA) in place of methionine into newly synthesised proteins which globally labels the nascent peptide pool. The advantage of this approach is that it directly measures the synthesis of new proteins in order to characterise the functions of translation factors more sensitively than total proteomics, however, it may not be as comprehensive at measuring mRNA translation as conventional techniques such as ribosome profiling. *Eif5a* KO and GC7-treated cultures were pulsed with AHA for 2 h and *Eif5a* KO and WT populations were separated by cell sorting for eIF5a following fixation and staining, ensuring that untargeted WT cells were subjected to identical culture and labelling conditions as the KO cells. Following lysis of the sorted cells, AHA-labelled peptides were isolated using copper-mediated Click chemistry with Alkyne agarose beads and nascent proteomes were identified and quantified using liquid chromatography-mass spectrometry, LC-MS.

Single shot label-free proteomics of 12 fractions of pooled GC7- and mock-treated cells resulted in detection of 7529 proteins which served as a spectral library for all experimental mass-spec samples. Using this library, 5953 proteins were identified as represented by more than 2 unique peptides (compared to 3682 proteins detected without the library). 3246 proteins were expressed in at least 3 out of 4 biological samples in all conditions (Supplementary Data 1). All these proteins were significantly enriched (≥5x more abundant) in AHA-labelled samples compared to the non-labelled background. Four biological replicate samples were used for each group (Fig. 4a, left). iBAQ values were used to measure absolute quantities of protein and to compare between groups^31^. Blank in one sample was replaced by the average value of the other 3 samples. The iBAQ values were normalised by Vsn algorithm^32^ on NormalyzerDE^33^ and log2-transformed, followed by a second normalisation according to the input cell number to allow comparison between groups (Fig. 4a, right; Supplementary Fig. 3a, b; Supplementary Data 1). Amongst the four sample groups (Mock, GC7, *Eif5a* KO and WT), nascent proteins in GC7-treated cells were globally reduced by ~3-fold. This decrease in AHA incorporation was consistent with previous trial proteomic experiments using various ratios between GC7- and mock-treated input cells (Supplementary Fig. 3c), and therefore is unlikely to be caused by the input normalisation. 3D MDS plot of all nascent proteins detected between *Eif5a* KO and WT cells and between GC7-treated and mock-treated control cells (Fig. 4b) showed distinctive signatures separating the 4 groups with the largest source of variations (Dimension 1) separating KO/WT from GC7/Mock, most likely due to formaldehyde fixation and the subsequent reverse crosslinking in the KO/WT samples. The second largest source of variation (Dimension 2) separated KO from WT and GC7 from Mock and is most likely reflecting manipulation of eIF5a activity. Differential expression analyses were conducted separately between GC7- and mock-treated cells and between *Eif5a* KO and WT cells. GC7 had a systematic effect on protein production, with 2617 proteins down-regulated and only 5 proteins up-regulated (Supplementary Fig. 4a); while *Eif5a* KO had a more limited effect on protein production, with 234 down-regulated and 216 up-regulated proteins (Supplementary Fig. 4b).

**Fig. 4:**
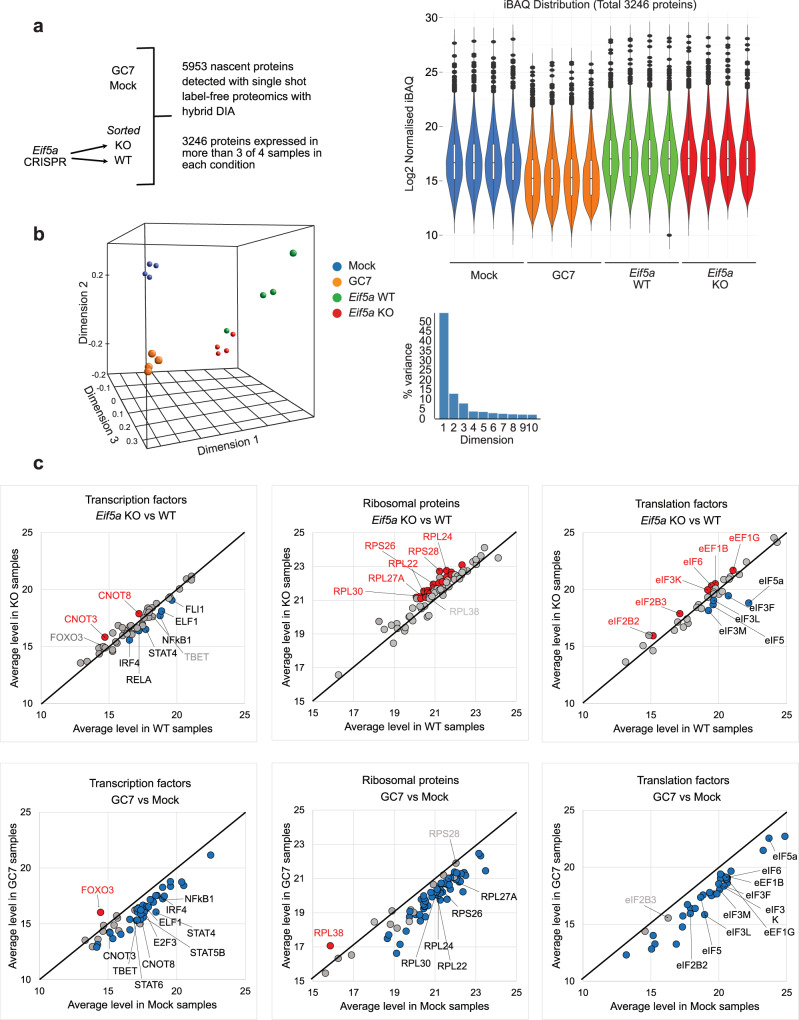
Systematic analysis of GC7- or *Eif5a* KO-affected nascent proteomes. **a** Schematic indicating the groups analysed and the number of proteins identified. In total 5953 proteins (left) were detected, of which 3246 were detected in more than 3 of 4 samples in all groups (*n* = 4 biological replicates). (Right) iBAQ values from each group were normalised using Vsn algorithm, and then by the input cell number. Log2-transformed values of 3246 proteins in each sample after normalisation were used to represent protein abundance and plotted as violin plots. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers. Colours: blue, Mock; orange, GC7; green, *Eif5a* WT; red, *Eif5a* KO. **b** 3D-MDS plot was used to visualise the difference between samples (left). The percentage of variance represented by each dimension is plotted on the right. **c** Group average of normalised protein levels for all detected transcription factors, ribosomal proteins, and translation factors were compared between KO and WT cells or between GC7- and mock-treated cells. Significantly (for KO-WT, paired two-sided *t* test *P* value <0.05, absolute FC > 1.5; for GC7-Mock, unpaired two-sided *t* test with Benjamini–Hochberg correction FDR < 0.05, absolute FC > 1.5) changed proteins of interest are annotated in black (down-regulated) or red (up-regulated) font while proteins not deemed significant by the statistical test, but may still be biologically relevant are annotated in grey font. OT-1 T cells were stimulated with peptide for 48 h before CRISPR-Cas9 KO of *Eif5a* or incubation with GC7. Cells were labelled with AHA for the final 2 h of culture. *Eif5a* KO cells and untargeted (WT) controls were obtained from the same culture using FACS sorting. AHA-labelled proteins were isolated by Click-chemistry with alkyne agarose beads and digested with trypsin. Detailed data handling procedure is described in Supplementary Fig. 3a (*n* = 4 biological samples).

Clustering of GO terms using WebGestalt^34^ compared the down- and up-regulated proteins to all MS-detected newly synthesised proteins as background (Supplementary Fig. 4a, b). Noticeably transcription factors, ribosomal proteins and translation factors were affected by both GC7 and *Eif5a* KO but in different ways (Fig. 4c). Several key regulators of environmental responses, cytokine and effector T cell functions, including IRF4, ELF1, FLI1, NFκB1, STAT1, STAT3, STAT4, STAT5A, STAT5B, STAT6, and TBET (*Tbx21*) were down-regulated in their production in GC7-treated cells, while in *Eif5a* KO cells only IRF4, ELF1, NFκB1, STAT4, and to a lesser extent FLI1 and TBET were negatively impacted. Production of cell cycle regulator E2F3^35^ was down in GC7-treated cells but not in *Eif5a* KO cells, despite both populations having impaired proliferation. In contrast, the NFκB transcription factor RELA which is important for survival of proliferating T cells^36^ was significantly down-regulated in *Eif5a* KO cells but not in GC7-treated cells. Some transcription factors were up-regulated, such as the memory cell survival factor FOXO3; while some were down-regulated in GC7-treated cells but up-regulated in *Eif5a* KO cells, such as CNOT3 and CNOT8, components of the CCR4‐CNOT deadenylase complex which destabilises its target RNAs including cell cycle regulators^37,38^.

Given the profound effect of *Eif5a* KO on puromycin incorporation, we investigated components of the cellular translation machinery in the nascent proteome. Amongst the 71 detected ribosomal proteins, 20 were up-regulated in *Eif5a* KO cells (Supplementary Data 1) while none was down-regulated. Up-regulation of specific ribosomal proteins suggest that ribosomes with alternative composition might be produced in cells in the absence of eIF5a which may preferentially translate a different subset of mRNAs compared to those in WT cells^39,40^. Additionally, down-regulation of translation initiation factors eIF3 components and eIF5 suggest the formation and function of the 43 S pre-initiation complex may be reduced^41^, while an increase in eIF6 would prevent the 60 S ribosome subunit from joining with the 40 S subunit^42^. Together these data illustrate a general reduction in protein production, and an altered translation profile in *Eif5a* KO cells. All the aforementioned proteins were down-regulated upon GC7 treatment, illustrating broader inhibition of protein synthesis in these samples. Polyamines are known to modulate both the efficiency and fidelity of protein synthesis by direct interaction with the ribosome^43^. It is possible that the eIF5a-independent effects of GC7 may result from its competitive binding to ribosomes displacing other polyamines present in the cell.

The direct effects of eIF5a on translation versus indirect effects following changes in transcription factor production, were examined by next generation mRNA-seq of GC7- and mock-treated samples (Supplementary Fig. 4c and Supplementary Data 2). 

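The RNA came from OT-I CD8+ T cells, which carry a transgenic T cell receptor for the ovalbumin peptide SIINFEKL. Lymph node cells were activated with 100 nM peptide for 2 days, moved to 20 ng/ml IL-2, and treated for the final 2 days with 10 µM GC7, an inhibitor of the enzyme that starts hypusination of eIF5a, or with the acetic acid vehicle (mock). Each group had 4 biological replicates. The authors trimmed the paired-end reads, aligned them to the mouse genome (GRCm38) with STAR and counted them per gene with featureCounts. The values used here are these raw counts, without normalisation, for each Ensembl gene in each library. The paper's text does not name the strand setting of the counting or the handling of reads with several matching positions, so genes with near-identical copies or overlapping neighbours carry that uncertainty. Total counts ranged from 20045041 to 25284730 in mock libraries (median 21247332) and from 17528776 to 23449164 in GC7 libraries (median 20567548), and the totals did not differ between the groups by more than the spread between replicates (two-sided exact permutation test, p = 0.429). Genes with more than 3 CPM (counts per gene scaled by the library's total) in at least 4 of the 8 libraries were kept, which left 11189 genes. In the smallest and the largest library, this minimum corresponds to 52.6 and 75.9 counts. Libraries were scaled with TMM factors, which averaged 0.968 in mock and 1.03 in GC7 libraries. TMM assumes that most genes do not change, so a shift shared by most mRNAs, or a change in total mRNA per cell, would not be seen. GC7 was compared with mock by edgeR's quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes (FDR). The biological coefficient of variation between replicates was 0.0918. Correlations of log2 CPM were at least 0.987 between mock libraries and 0.989 between GC7 libraries, and lay between 0.909 and 0.936 across the groups.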

Although GC7-treatment has off-target effects independent of eIF5a, these populations provided suitable quality RNA unlike RNA extracted from formaldehyde-fixed, sorted eIF5a KO cells. 

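Supplementary Data 3 of the paper names 1635 genes as lower in nascent protein and not reduced in mRNA after GC7 treatment, and all of them passed the expression filter. The criterion in the legend of Fig. 5a, an FDR above 0.1, or an FDR under 0.01 with more than a 2-fold increase, was applied to the recomputed mRNA changes. It was met by 972 of the 1635 genes (59.4%), of which 10 were increased by more than 2-fold. None of the listed genes was reduced, that is, past an FDR of 0.01 with more than a 2-fold decrease. Of the 663 genes that did not meet the criterion, 661 had higher mRNA in GC7-treated cells and 2 had lower mRNA, with an FDR of 0.1 or under and without a 2-fold change past an FDR of 0.01. The median log2 fold change of the list was 0.10, with quartiles at -0.03 and 0.29. With the FDR computed over the listed genes alone, 1029 met the criterion, although the list is the paper's own selection from these libraries and this count shows no stability. The same-numbered mock and GC7 libraries were also fitted as pairs, since the paper's text does not say whether they share an animal. The mean correlation of their deviations from the group means was 0.0440, against -0.0200 for differently numbered libraries. With the replicate number as a block, 970 of the genes met the criterion, 952 of them the same genes. Among the alternatives, other definitions of an unreduced mRNA moved the number most. Counting every gene except those lower at an FDR under 0.05, or except those lower by more than 2-fold at an FDR under 0.01, included all 1635. Admitting an FDR above 0.1 or any increase, a definition added after the data were seen, included 1633. The lowest number, 718, came with library totals in place of TMM, and leaving out each library in turn gave between 810 and 1031 genes.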

Translationally down-regulated genes in the GC7-treated samples were defined as the 1417 genes with no significant reduction in RNA abundance but decreased in their nascent proteins (Fig. 5a, left Venn diagram and Supplementary Data 3). These genes were overlaid with those reduced in their nascent proteins in *Eif5a* KO compared to WT cells (Fig. 5a, right Venn diagram, Supplementary Data 3) giving 86 genes whose translation, not transcription, we could confidently assign as being dependent on eIF5a. 

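All 119 genes that Supplementary Data 3 places in both groups, lower in nascent protein after GC7 treatment without reduced mRNA and lower in nascent protein in *Eif5a* KO cells, passed the expression filter in the GC7 and mock libraries. By the criterion for unreduced mRNA, 74 of them (62.2%) met it, and none was reduced. The other 45 all had higher mRNA in GC7-treated cells, 26 of them past an FDR of 0.01, by less than 2-fold. With any increase admitted, a definition added after the data were seen, all 119 counted as not reduced. The median log2 fold change was 0.08, with quartiles at -0.06 and 0.25. With the replicate number as a block, 73 genes met the criterion, 72 of them the same, and over the 119 genes alone the adjusted values gave 80. Between 58 and 81 genes met it when each library was left out in turn. No mRNA libraries of *Eif5a* KO cells were analysed here, so the mRNA side of this selection rests on GC7 treatment. From the overlap between unreduced mRNA and decreased nascent protein under both GC7 treatment and *Eif5a* KO, the paper concludes that the translation, not the transcription, of the genes it counts in this overlap in Fig. 5a depends on eIF5a.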

Proteins translationally down-regulated only by GC7 treatment were enriched in GO terms: structural constituent of ribosome, mRNA binding, rRNA binding, and translation factor activity (Fig. 5b); while the 86 proteins translationally reduced by both GC7 treatment and *Eif5a* KO did not significantly cluster into any GO terms, although some key genes regulating cellular functions such as T cell receptor signalling transducer FYN, cytokine receptor IL2RG, mTORC1 modulators SLC3A2 and SLC7A5, DNA replication factor RFC3/5, transcription factor IRF4, and translation factors eIF3F/M were in this Venn group (Supplementary Data 3).

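Of the 9 genes named in this group, 5 met the criterion for unreduced mRNA in the recomputed data, all through an FDR above 0.1. Standard errors given with log2 fold changes come from the SDs of log2 CPM in each group, not from edgeR's model. *Irf4* (ENSMUSG00000021356, chromosome 13, 30749226 to 30766976 in GRCm38) was at 259.8 ± 24.4 CPM (SD, n = 4) in mock and 243 ± 24.7 CPM in GC7 libraries, a log2 fold change of -0.09 (standard error 0.101, adjusted p = 0.369, edgeR's quasi-likelihood test). *Slc7a5* (ENSMUSG00000040010, chromosome 8, 121881150 to 121907694) was at 348 ± 30.7 and 344 ± 72.6 CPM, and its log2 fold change of -0.02 (adjusted p = 0.927) changed sign with library totals in place of TMM (0.08) and ranged from -0.10 to 0.12 as single libraries were left out. *Slc3a2*, *Rfc3* and *Rfc5* had log2 fold changes of 0.08, 0.07 and 0.01, with adjusted p of 0.414, 0.433 and 0.876 in edgeR's test. The change in *Rfc5* ranged from -0.02 to 0.06 as single libraries were left out. None of these 5 differences exceeded the spread between replicates, and with the replicate number as a block they were -0.10 for *Irf4*, -0.04 for *Slc7a5*, 0.08 for *Slc3a2*, 0.07 for *Rfc3* and 0.01 for *Rfc5*. Under some alternatives the FDR of 3 of these genes fell below 0.1. For *Slc3a2* the adjusted p was 0.0208 without GC7 replicate 3 (log2 fold change 0.17) and 0.0872 with library totals, for *Irf4* it was 0.0882 without mock replicate 2 (log2 fold change -0.15), and for *Rfc3* 0.0622 with library totals (log2 fold change 0.17), all by edgeR's test. Over all alternatives the adjusted p ranged up to 0.761 for *Slc3a2*, 0.985 for *Irf4* and 0.867 for *Rfc3*. The other 4 genes were higher in GC7-treated cells by less than 2-fold with an FDR under 0.1, and so did not meet the criterion. *Fyn* (ENSMUSG00000019843, chromosome 10, 39368855 to 39565381) rose from 150.4 ± 4.78 to 192 ± 9.34 CPM, a log2 fold change of 0.36 (standard error 0.0424, adjusted p = 2.3e-04, edgeR), with an adjusted p of 0.00153 when the replicate number was a block. *Eif3f* (ENSMUSG00000031029, chromosome 7, 108934417 to 108942951) rose from 358 ± 44.3 to 471 ± 20.6 CPM, a log2 fold change of 0.40 (standard error 0.0903, adjusted p = 0.00138, edgeR), with mock replicate 2 higher than the other mock libraries. *Eif3m* rose by a log2 fold change of 0.28 (adjusted p = 0.00699, and 0.0102 with the block, edgeR) and *Il2rg* by 0.22 (adjusted p = 0.0173, and 0.0258 with the block, edgeR). *Rfc5*, *Il2rg*, *Eif3f* and *Eif3m* each match 1 other annotated gene closely, and none of those matches passed the expression filter. The shared list in Supplementary Data 3 holds 8 of the 9 genes, all except *Fyn*. Among the listed genes lower in nascent protein after GC7 treatment, 56 encode cytosolic ribosomal proteins. Their mRNAs were all higher in GC7-treated cells, with a median log2 fold change of 0.46 (range 0.01 to 0.66), 43 of them past an FDR of 0.01 and none by more than 2-fold, and 4 met the criterion for unreduced mRNA. With RLE factors in place of TMM, 79 of all 80 tested cytosolic ribosomal protein mRNAs were higher.

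**Figure D1:**
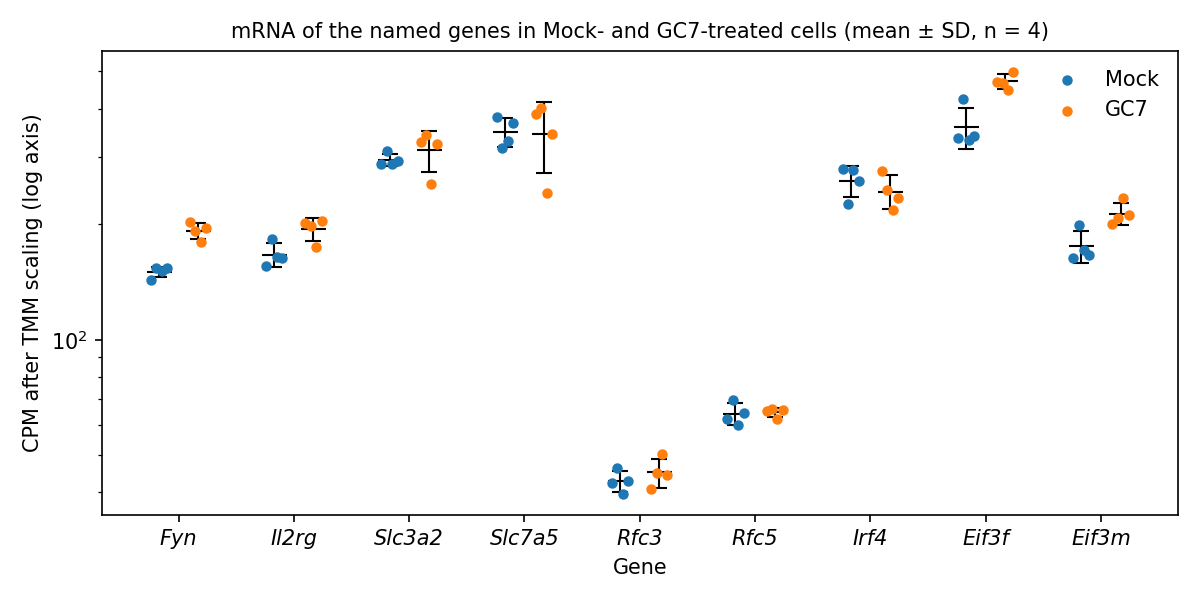
TMM-scaled CPM (log axis) of the 9 genes in each of the 4 mock (blue) and 4 GC7 (orange) libraries, with the mean and SD of each group. For *Fyn*, the GC7 libraries average 192 CPM against 150.4 CPM in mock, while *Irf4* and *Slc7a5* overlap between the groups.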

**Fig. 5:**
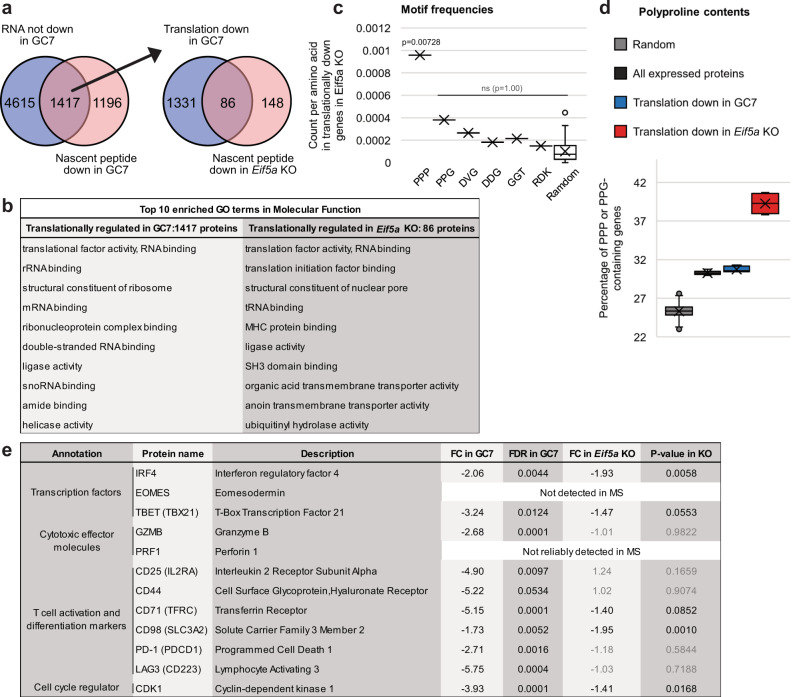
Identification of translationally regulated genes affected by GC7 treatment and *Eif5a* KO. **a** Venn diagram overlays identify 1417 proteins not reduced in their mRNA (FDR > 0.1 or FDR < 0.01 and FC > 2, edgeR, *n* = 4, red dots in Supplementary Fig. 4c right) following GC7 treatment but down-regulated in their nascent peptides (FDR < 0.05, FC < −1.5, unpaired two-sided *t* test with Benjamini–Hochberg correction, *n* = 4 biological samples). These proteins were further overlaid with those reduced in their nascent proteins in *Eif5a* KO cells (*P* < 0.05, FC < −1.5, paired two-sided *t* test, *n* = 4 biological samples) as an extra criterion of selection for proteins translationally regulated by eIF5a (86 proteins). Lists of genes in these Venn groups are in Supplementary data 3. **b** Top ten enriched GO terms in molecular function were listed for proteins translationally affected by GC7-treatment or by *Eif5a* KO. **c** Frequencies of specific 3mer sequence motifs in the eIF5a-regulated gene set, normalised by the total length of these proteins. Normalised counts of 50 randomly generated 3mer sequences is plotted at the right. *P* values were calculated using one-sided Fisher’s exact test. **d** Box plots of the percentage of PPP or PPG-containing genes in 2900 randomly selected genes in the transcriptome (repeated 1000 times) (grey), all expressed proteins (black, *n* = 8 biological replicates), translationally down-regulated genes in GC7-treated (blue, *n* = 4 biological replicates) or *Eif5a* KO (red, *n* = 4 biological replicates) cells. **e** Selected eIF5a-regulated proteins involved in regulation of T cell cytotoxic function, differentiation, cell cycle progression and cytokine production from the datasets are listed and their fold changes in nascent proteins in GC7-treated and *Eif5a* KO cells are shown. FDRs were calculated using unpaired two-sided *t* test with Benjamini–Hochberg correction, *P* values were calculated using paired two-sided *t* test. Value colours: black, significant or likely significant; grey, not significant. For all box-plots: cross, mean; center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers.

Given published evidence that eIF5a facilitates translation through polyproline and charged amino acid regions of proteins, the frequencies of previously characterised eIF5a-controlled 3-mer motifs (PPP, PPG, DVG, DDG, GGT, and RDK^10^) were counted in CDS of the eIF5a-regulated gene set (Fig. 5c). Compared to the frequencies of 50 randomly selected 3-mer sequences, PPP is enriched. PPG and DVG were possibly enriched but rejected by the statistic test (*P* > 0.99). To assess the polyproline content of these genes, they were overlaid with a published list of genes in the mouse genome with PPP or PPG motifs in their coding region^44^. We plotted the percentage of genes containing polyproline in 2900 randomly selected genes in the transcriptome (repeated 1000 times), all expressed proteins detected by LC-MS, and translationally down-regulated genes in GC7-treated or *Eif5a* KO cells (Fig. 5d). In GC7-treated cells, the percentage of polyproline genes was similar between all expressed and translationally down-regulated proteins, suggesting no enrichment for polyproline while the translationally down-regulated proteins in *eIF5a* KO cells had a noticeable increase in polyproline content (Fig. 5d), consistent with a more targeted inhibition by eIF5a in the KO versus GC7-treated samples.

We then focused our analyses and validation on some of the proteins involved in regulating T cell differentiation, cytokine production and cell cycle progression whose translation we had identified as affected by the availability of mature eIF5a (listed in Fig. 5e), since defects of these cellular functions were observed in *Eif5a* KO cells. Moreover, these cellular functions are the major age-related impairments described in CD8^+^ T cells^45^, and suggest impaired function of eIF5a may contribute to immunosenescence. Proteins were measured in mock-treated, GC7-treated, and *Eif5a-*, *Dhps-* and *Dohh-*KO cells using flow cytometry (Supplementary Fig. 2a and 5a). Key results are summarised from Day3 *Eif5a*-KO and Day4 *Dhps-* and *Dohh*-KO cells (Fig. 6) and across 4 days of culture after treatment (Supplementary Fig. 5a). The abundance of mRNA for these genes were also measured by qRT-PCR (Supplementary Fig. 5b). IRF4, TBET, and EOMES are transcription factors regulating production of IFNγ and TNF in T cells^46–48^, and CDK1 interacts with different cyclins to facilitate cell cycle progression^49^. In agreement with the systematic datasets, the abundance of IRF4 and TBET dropped in *Eif5a* KO, *Dhps* KO and to a lesser extent in *Dohh* KO cells, with no reduction in mRNA levels (Fig. 6b) which likely contributed to the decrease in *Ifng* mRNA in *eIF5a* KO cells. In contrast, all KO cells had decreased levels of EOMES, both in protein and RNA. CDK1 proteins decreased in *Eif5a* KO, but not significantly in *Dhps* KO and *Dohh* KO cells, in correlation with their RNA levels and their cell cycle profiles in Fig. 2a. Curiously cell surface levels of CD98 were increased in GC7-treated cells, which may reflect an impact of GC7 on recycling of this protein, and was apparently an eIF5a-independent effect of the drug since the increase was not observed in any CRISPR cells. Overall, our validated targets agreed with the systematic datasets while also highlighting some difference in RNA dynamics between GC7-treated cells and CRISPR cells.

**Fig. 6:**
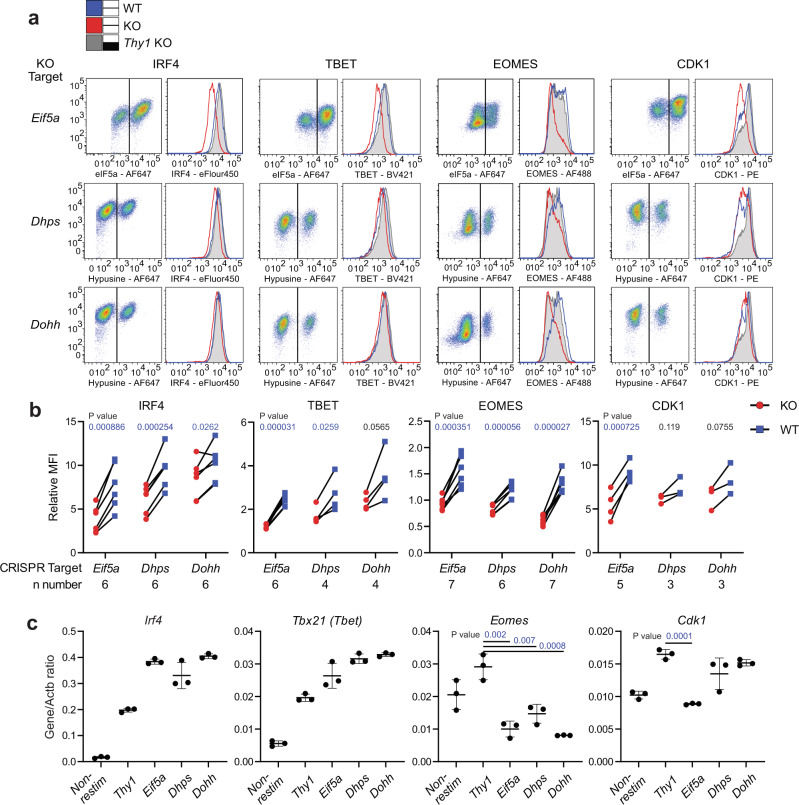
Flow cytometry and qRT-PCR validation of eIF5a-regulated proteins. **a** Intracellular stains for eIF5a or hypusine were used to identify WT (blue line) and KO (red line) populations in *Eif5a*, *Dhps*, or *Dohh* CRISPR-KO cells (dot plots on left show the extent of KO). *Thy1* CRISPR cells (grey shaded line) were used as a KO control. Overlay histograms on right show IRF4, TBET, EOMES and CDK1 expression in electronically gated WT and KO samples. **b** Quantification of multiple paired samples from the analysis in (**a**) (*P* values were calculated using paired two-sided *t* test). Dots: blue, WT; red, KO. **c** mRNA of these genes were quantified by RT-qPCR, normalised by the level of Actb gene, in fresh bulk transfected cells (*n* = 3 biological samples, *P* values were calculated using unpaired two-sided *t* test). Centre line and error bars represent mean value ±SD between biological replicates, respectively. *P* value colours: blue, significant; black, non-significant.

### Spermidine availability affects eIF5a-regulated proteins

The polyamine spermidine is produced naturally in cells and its abundance decreases with age. Exogenous supplementation of spermidine has been shown to increase organismal longevity^20^ and restore age-related T cell functions in an autophagy-dependent manner^19^. In addition to being required for hypusination of eIF5a, spermidine is also known for inhibiting the acetyltransferase activity of Ep300 and thereby inducing autophagy^50^. This non-eIF5a-dependent activity of spermidine may have contributed to discrepancies between cellular phenotypes of GC7 (a spermidine derivative) treated cells and *Eif5a/Dhps* KO cells. The influence of spermidine on eIF5a function in activated T cells was examined, by adding an ornithine decarboxylase inhibitor DFMO to the cultures for 48 h to block spermidine biosynthesis. Additionally, DMFO-treated cells were supplemented with exogenous spermidine to overcome the block or were treated with GC7.

Quantitation of eIF5a hypusine levels reflected the predicted outcome of these treatments. The DFMO-treated cells had decreased hypusine, which was restored to a level comparable to untreated cells by spermidine supplementation. Depletion of hypusination by DFMO was exacerbated by additional GC7 treatment (Fig. 7a). However, when we examined the abundance of total and selected proteins whose production we identified as being sensitive to loss of eIF5a by flow cytometry, an altered pattern emerged (Fig. 7b). Puromycin incorporation and CDK1, TBET, IRF4, and IFNγ abundance decreased following DFMO treatment, and were restored by exogenous spermidine addition, indicating they are very sensitive to cellular spermidine levels. Combining DMSO with GC7 further decreased Puromycin incorporation, and expression of CDK1 and IFNγ but did not further reduce the abundance of TBET and IRF4 protein. Interestingly, although IFNγ production was affected by DFMO + GC7 and DFMO, as reported recently for CD8^+^ T cells^29^, the protein was still detectable in all cells, as opposed to *Eif5a* and *Dhps* KO cells where a significant proportion of the population produced no detectable IFNγ (Fig. 2b). In contrast, TNF, CD25 and CDC45 showed no decrease in expression following DMSO treatment but were reduced by combining DFMO with GC7, indicating that they are less sensitive to spermidine depletion (Fig. 7) despite showing some regulation by eIF5a (Supplementary Data 1).

**Fig. 7:**
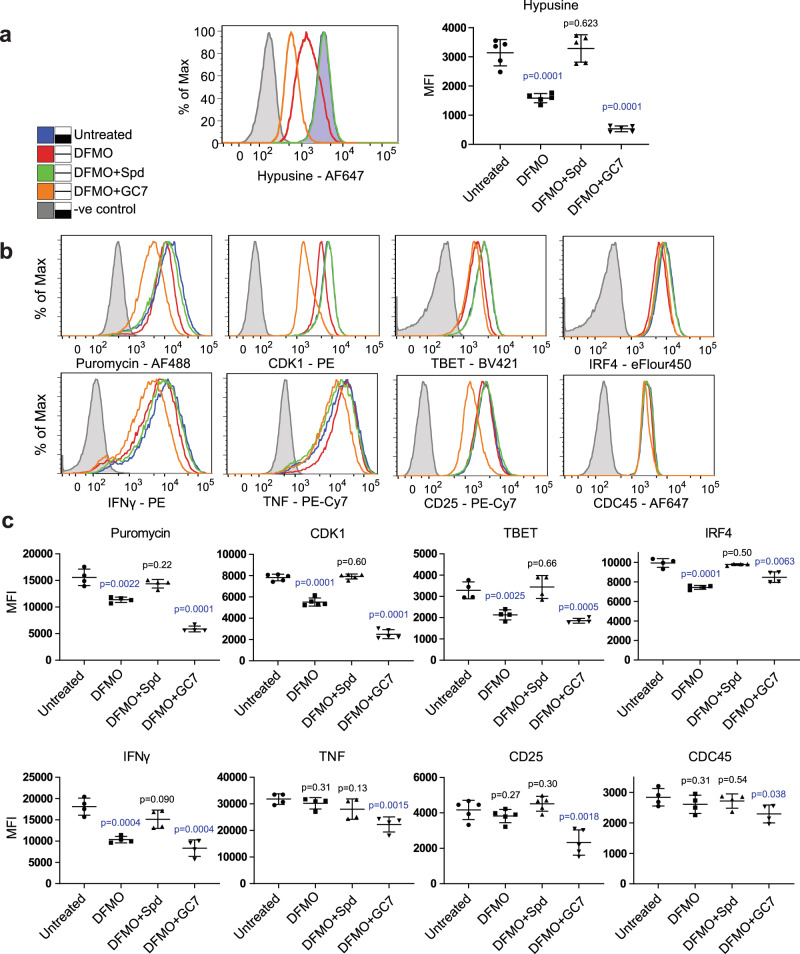
Restricting availability of polyamine spermidine to cells decreased eIF5a hypusination and some but not all eIF5a-regulated genes. **a** Inhibition of spermidine biosynthesis by DFMO reduces hypusine staining which is rescued by exogenous supplement of spermidine or further impaired by treatment with GC7. MFIs of hypusine from 5 independent experiments are plotted on the right (*P* values were calculated using unpaired two-sided *t* test). Centre line and error bars represent mean value ±SD between independent experiments. Lines: grey shaded, -ve staining control; blue shaded, untreated; red, DFMO; green, DFMO + Spermidine; orange, DFMO + GC7. **b** Samples from (**a**) were stained for cytokines (IFNγ and TNF), transcription factors (IRF4 and TBET), cell cycle regulators (CDK1 and CDC45), CD25 (IL2 receptor α), and puromycin. **c** Pooled data of MFIs (from 4 independent experiments for Puromycin, TBET, IRF4, IFNγ, TNF and CDC45; 5 for CDK1 and CD25) were shown in the lower panel. Statistical tests were performed against untreated cells (*P* values were calculated using unpaired two-sided *t* test). Centre line and error bars represent mean value and ±SD between independent experiments. *P* value colours: blue, significant; black, non-significant. **a**, **b** OT-1 cells were stimulated with SIIINFEKL peptide for 2d and cultured in IL-2-supplemented media for a further 2d before culture with IL-2 only (Untreated), or IL-2 + 0.5 mM DFMO, DFMO + 10 µM spermidine, or DFMO + 10 µM GC7 for another 2d. Cells were restimulated with SIINFEKL peptide + Brefeldin A for the final 4 h and labelled with puromycin for 10 min before harvesting for intracellular staining and flow cytometry.

Together these data indicate that the maintenance of some cellular proteins such as CDK1, TBET and IRF4 are very sensitive to the availability of functional hypusinated eIF5a. On the other hand, other proteins such as the cytokine IFNγ, requires total ablation of eIF5a or DHPS in order to show a profound reduction in abundance.

## Discussion

Our current understanding of eIF5a function largely comes from studies in yeast and transformed cell lines which proliferate continuously and therefore constitutively express active hypusinated eIF5a. In comparison, little has been reported on how eIF5a is regulated in primary mammalian cells. It was interesting therefore, that in primary T cells that transited between a naïve and an activated phenotype, a significant regulation of eIF5a activity occurred post-translationally. Naïve mouse CD8^+^ T cells have abundant eIF5a protein, but less hypusine modification compared to that found in activated T cells. Upon activation, eIF5a becomes hypusinated co-incident with the transcriptional up-regulation of DHPS and DOHH. Using CRISPR knockout of the modifying enzymes or eIF5a itself, after the cells were activated, we confirmed that hypusination was important for eIF5a function in T cells. The phenotype of the eIF5a knockout was more extreme than that of DHPS or DOHH knockouts suggesting unmodified eIF5a has some residual activity, although we cannot completely exclude that trace amounts of residual hypusinated protein remained after 4d. The deoxyhypusinated intermediate form of eIF5a had clearly detectable, albeit reduced functionality in T cells, as knockout of DOHH, which catalyses the last irreversible step in the conversion of lysine to hypusine, had much less impact than the removal of DHPS which is essential for the initial attachment of hypusine.

Controlling protein production by regulating polypeptide elongation is emerging as an important means of translational control beyond that exerted by the more extensively studied regulators of translation initiation^51^. Dysregulation of elongation has also been shown to contribute to diseases such as neurodegeneration and cancer^51,52^. The availability of aminoacyl-transfer RNAs and the action of key proteins such as eEF1A, eEF2 and eEF2K have been well documented in controlling the rate of polypeptide formation^53^. In contrast the contribution of eIF5a is less well understood but it is thought to be particularly important for elongation through certain motifs in the mRNAs particularly those encoding proline-proline and other charged residues^10^. Our data support eIF5a regulating de novo translation of protein subsets enriched in PPP motifs, as previously described^16^, although >50% of our identified eIF5a-regulated genes did not have these motifs in their coding sequences. Strong ribosome pausing has been observed in eIF5a-depleted yeast at non-proline, charged amino acid containing motifs such as DVG, DDG, GGT, and RDK^10^. Only DVG seemed slightly enriched in our datasets. In addition, mRNAs containing 5’ TOP^54^, IRES^55^, or uORF^55^ motifs were analysed and only proteins with 5’ TOP mRNAs were slightly more synthesised in *Eif5a* KO cells compared to bootstrapped controls (83 genes, median FC = 1.29, *P* < 0.001, two-tailed *t* test). Online motif discovery tools such as MEME Suite^56^ were not able to identify enriched motifs in the CDS of eIF5a-regulated genes compared to all expressed proteins. It is possible those mRNAs are differentially regulated by changes in ribosome composition^40,57^. There were alterations in nascent polypeptide abundance of ribosome associated proteins in eIF5a KO cells, which might influence prioritisation of mRNA translation through the influence of eIF5a on ribosomal protein translation rather than its elongation activity. Upregulation of ribosomal proteins was reported in mouse liver in a study using siRNA to knockdown expression of eEF2, a member of the GTP-binding elongation factor family^58^. Binding of eEF2 to ribosomes reduces the affinity of eIF5a-ribosome binding^59^, suggesting a mutually exclusive or competitive relationship of these two translation factors in mRNA elongation. Proteins up-regulated following eEF2 knockdown were primarily ribosomal proteins as these continued to be translated relative to a background of suppressed translation. There were some similarities between the nascent proteome analysis from *Eif5a* KO T cells and eEF2 knockdown cells, such as up-regulation of the translation factor eEF1b and down-regulation of eIF5, however, many more proteins were up- or down-regulated specifically in each dataset.

T cells differentiate to effector cells which secrete cytokines in a temporally and spatially regulated manner. Cytokine production in immune cells is controlled both transcriptionally and translationally, with the latter involving both miRNAs^60^ and RNA-binding proteins^4,61^. We found eIF5a to be particularly important for the production of IFNγ, an important effector cytokine, both for IFNγ translation and indirectly through production of key transcription factors such as IRF4, TBET and EOMES. There is an interesting correlation between the decline of cytokine production, T cell proliferation^27^ and memory T cell formation^19^ observed in ageing and an age-related decline in spermidine availability and eIF5a protein abundance in lymphocytes^29,30^. Dietary spermidine supplementation in old mice has been shown to promote and improve T memory cell formation^19^ and B cell antibody production^30^ supporting an active contribution of eIF5a in maintaining T cell functionality in ageing, previously proposed to act via maintenance of autophagy^29^. Our data detected reduced autophagic flux in *Eif5a* KO but not in *Dhps* and *Dohh* KO cells, despite decreased production of IFNγ in all KOs, suggesting a degree of autophagy-independent effect of eIF5a on IFNγ regulation, possibly via the rate of mRNA translation.

Our study looked at the influence of eIF5a on CD8^+^ T cells pre-activated prior to CRISPR gene deletion in order to identify eIF5a translationally regulated proteins in acutely activated T cells and avoid any confounders associated with impairment of lineage differentiation. In this setting, loss of eIF5a function resulted in death of the knockout population over a matter of days both in vitro and in vivo. A recent study examining polyamine metabolism with respect to CD4^+^ T cells differentiation showed that either T cell-specific loss of ornithine decarboxylase, essential for spermidine production, or loss of DOHH strongly biased differentiation of naïve CD4^+^ T cells to excessive IFNγ production^62^. This effect was manifest at the level of chromatin remodelling which is important during naïve CD4^+^ T cell differentiation and suggests eIF5a may be involved in differentiation, which was not addressed here.

GC7 is in consideration as a treatment for several cancers due to its anti-proliferative activity^63^ and ability to induce cell death^64^. In our experiments GC7 produced a very different cellular phenotype from *Dhps* knockout, as was shown for a fibrosarcoma cell line^65^. GC7 competes with spermidine for binding to DHPS and has been widely used as an inhibitor for functional maturation of eIF5a. As spermidine has functions independent of eIF5a, such as inhibition of Ep300 activity, it is also likely that GC7 has comparable effects. In our LC-MS dataset, GC7 treatment resulted in 2617 down-regulated nascent proteins, while eIF5a KO decreased 234 proteins. These observations indicate a substantial inhibitory effect of GC7 independently of eIF5a. Furthermore, proteins down-regulated exclusively after GC7 treatment were not enriched in polyproline motifs, and they clustered significantly to GO terms associated with ribosome constituents, suggesting GC7 reduces cellular translation in a more global manner than eIF5a. In contrast, eIF5a knockout resulted in increased rather than decreased abundance of several ribosomal proteins.

Our data support the importance of eIF5a in regulating immune cell function. Targeting eIF5a hypusination has been shown to have anti-inflammatory effects in macrophages^66^ and to regulate macrophage mitochondrial respiration and activation^67^ Our current study also indicates eIF5a is important for regulating proliferation and some cytokine production in T cells both through directly regulating translation of subsets of mRNAs and indirectly by influencing the production of key transcription factors. Together these studies lend weight to the existence of eIF5a directed RNA regulons important for modulating immune responses.

## Methods

### Ethics Statement

This study was approved by the Ethical Review Body at the School of Biological Sciences, University of Edinburgh. All animal experiments were approved by the University of Edinburgh Bioresearch and Veterinary Services Ethical Review body and the United Kingdom Home office under project licence P38881828 to R.Z.

### Mice

Mice expressing the OT-1 TCR transgene (C57BL/6-Tg(TcraTcrb)1100Mjb/J) backcrossed to the Rag-1KO (B6.129S7-*Rag1*^*tm1Mom*^/J) background and containing congenic alleles for CD45.2 or CD45.1 were used as LN donors for CD8^+^ T cells in all experiments. Mice were between 5 and 12 weeks of age and sexes were randomised for tissue donors. WT (CD45.1xCD45.2) C57BL/6 J (Charles River) mice were used as recipients for in vivo experiments. All mice were bred and housed in individually ventilated cages under specific pathogen-free conditions at the University of Edinburgh Bioresearch and Veterinary Services (BVS) facilities. Mice were maintained under a 12 h light/12 h dark cycle with ad libitum access to food and water at a temperature of 19–24 ˚C and humidity of 45–65%.

### Cell culture and stimulation

Lymph node (LN) OT-I T cells were obtained by passing tissue through 70 μM mesh filters and were cultured in IMDM medium (Sigma-Aldrich I3390) supplemented with 10% FCS, L-glutamine, 100U/ml penicillin, 100U/ml streptomycin and 50 μM 2β-ME. 100 nM SIINFEKL peptide (Cambridge Peptides, custom synthesised) was added to culture media and the cells were incubated at 37 °C for the duration specified in each experiment. On day 2 activated cells were washed and resuspended in media supplemented with 20 ng/mL recombinant human IL-2 (PeproTech AF-200-02) for the remainder of the culture period. For GC7 treatment for transcriptomic and nascent proteomic profiling, cells were grown in the presence of 10 µM GC7 (Merck Chemicals 259545) for the final 2 days. For mock treatment, an equal volume of 10 mM acetic acid vehicle was added to culture in place of GC7. For DFMO experiment, activated cells expanded for 2 days in IL-2 were cultured for an additional 2 days in fresh IL-2, or IL-2 supplemented with 0.5 mM DFMO (Bio-Techne 2761/50), DFMO + 10 µM spermidine (Sigma-Aldrich S0266), or DFMO + 10 µM GC7.

For re-stimulation of cytotoxic T cells, 100 nM SIINFEKL peptide together with 5 µg/mL Brefeldin A (Cambridge Bioscience 11861-25 mg-CAY) to prevent cytokine secretion, were added to the culture for the final 4 h before harvest. For puromycin incorporation, puromycin was added to culture media in a final concentration of 10 µg/mL for the final 10 min before harvest.

### CRISPR-Cas9 transfection

The following guide RNA sequences were purchased from Integrated DNA Technologies: *eIF5a* (TGCTCAGCATTACGTAAGAA and CTTCGAGACAGGAGATGCAG), *Dhps* (ATACCTCGTGCAGCACAACA), *Dohh* (GCAGTATTCTACGGACCCAG), *Thy1* (ACAGACAAGCTGGTCAAGTG), and TRAC guide RNA (CAGGGTTCTGGATATCTGT). Cas9 ribonucleoprotein complexes were formed by mixing 2 µL of 100 µM tracrRNA and 2 µL of 100 µM crRNA in 25 µL Nuclease-free duplex buffer (Integrated DNA Technologies 11-05-01-12), incubating at 95 °C for 5 min and then mixed with 2 µL of 5 mg/mL Truecut Cas9 protein (Thermo Fisher Scientific A36499) for 10 min at 37°. The RNP complexes were made immediately before the transfection and mixed with 10^6^ 2-day activated OT-1 cells. Transfections were performed with the Neon transfection system (Thermo Fisher Scientific MPK5000) following manufacturer’s instructions, with the setting 1600V, 10 ms, 3 pulses. Following transfection cells were cultured in IL-2-containing media for 3 days for *eIF5a* KO, and 4 days for *Dhps* and *Dohh* KO.

### AHA-labelling and cell sorting

Cells were transferred into IL-2-containing methionine-free RPMI medium at a concentration of 5 ×10^6^ cells/mL. Cells were starved of methionine for one hour then 4-Azido-L-homoalanine HCl (L-AHA) (Jena Bioscience CLK-AA005-10) was added to the media (final concentration 40 µM) and incubated for 2 h at 37 °C. For experiments with *eIF5a* CRISPR KO cells they were fixed in 2% formaldehyde (Sigma-Aldrich F8775) for 20 min and permeabilised with ice-cold 90% methanol for 1 h. eIF5a staining was done in FACS Buffer (PBS + 0.5% BSA + 0.05% Sodium Azide + 4 mM EDTA) using anti-eIF5a-C-terminus antibody (Abcam ab32407, used at 1:400) overnight followed by washing and incubation with anti-rabbit IgG AlexaFluor 647 secondary antibody (Thermo Fisher Scientific A27040, used at 1:500) for 1 h. Sorting was undertaken with a FACS Aria (BD).

### Click chemistry and preparation for LC-MS

Proteins from freshly frozen cell samples (12.5 × 10^6^ of non-AHA-labelled, 32.5 × 10^6^ of GC7 and 12.5 × 10^6^ of Mock, 4 samples each) were extracted with CHAPS Lysis buffer from the Click Chemistry Capture Kit (Jena Bioscience CLK-1065). Input cell numbers were adjusted to give similar amount of total injected peptides, ensuring similar detection coverage. For sorted fixed cells, proteins from 10 × 10^6^ cells were extracted using 310 µL of 200 mM Tris, 0.5% SDS, 200 mM NaCl, pH8.0, with brief sonication to disturb the cell pellet, followed by reverse crosslinking at 95 °C for 45 min and then cooled on ice and finally mixed with an equal volume of 16 M Urea giving a final concentration of 8 M Urea. Extracted proteins were incubated overnight with Alkyne agarose beads (Jena Bioscience CLK-1032-2), and downstream preparations were done using Click Chemistry Capture Kit following the manufacturer’s guidelines, followed by desalting over C18 tips (Fisher Scientific 10627275). GC7 and Mock cells were pooled for the generation of a high pH reverse phase fractionated peptide library. Cells were lysed in PBS, 2% SDS, cOmplete protease inhibitors (Sigma 11836170001), and 20U of Benzonase (Millipore 70746), reduced with 25 mM TCEP, and alkylated with 25 mM iodoacetamide. 500 µg protein was precipitated with 80% acetone overnight at −20 °C, washed twice with 100% acetone and once in 90% ethanol. Pellets were digested with 1:50 wt/wt trypsin in 100 mM triethylammonium bicarbonate at 37 °C overnight, then desalted over a C18 Sep-Pak cartridge (Waters). Peptides were separated over a 4.6 mm XBridge BEH C18 column (Waters) in 10 mM ammonium formate (pH 9) and eluted over a linear gradient from 2-50% acetonitrile at 1 ml/min. 72 fractions were collected and concatenated into 12 fractions and dried. Peptide samples were resuspended in 0.1% TFA, half of the click chemistry captured peptide and approximately 0.5 µg of the 12 library fractions were injected for LCMS analysis. An Ultimate 3000 RSLCnano HPLC (Dionex, Thermo Fisher Scientific) was coupled via electrospray ionisation to an Orbitrap Elite Hybrid Ion Trap-Orbitrap (Thermo Fisher Scientific). Peptides were loaded directly onto a 75 μm x 50 cm PepMap-C18 EASY-Spray LC Column (Thermo Fisher Scientific) and eluted at 250 nl/min using 0.1% formic acid (Solvent A) and 80% acetonitrile/0.1% formic acid (Solvent B). Samples were eluted over 120 min stepped linear gradient from 1% to 30% B over 95 min, then to 45% B over a further 25 min. MS1 scans were acquired at 120k resolution over 350–1700 *m/z* and a ‘lock mass’ of 445.120025 m/z was used. This was followed by 20 data-dependent MS2 CID events in the ion trap at rapid resolution with a 2 Da isolation width, 5E3 target ion accumulation, 50 ms maximum fill time, a normalised collision energy of 35, a requirement of a 10k precursor intensity, and a charge of 2+ or more. Precursors within 5 ppm were dynamically excluded for 40 s.

### Systematic dataset handling

Pair-end RNA sequencing dataset reads were generated by Novogene (GC7- and Mock-treated samples, 4 biological replicates) and were trimmed of low-quality and adapter sequences using Cutadapt v2.3 and fastqc v0.11.8. Reads were aligned to the mouse genome (GRCm38.96) using STAR v2.7.1a^68^ and samtools v1.9. Mapped reads were counted using featureCounts function in Rsubread v1.6.4^69^ and gene annotations added with rtracklayer v1.42.2. Differential expression analysis was performed with edgeR v3.26.4^70^.

Nascent proteomic data was analysed using MaxQuant version 1.6.2.6^71^. LC-MS/MS data was searched against the mouse reference proteome from UniProt derived from mouse genome GRCm38 (accessed on 5 February 2018), which contains 52,599 entries, allowing for 2 tryptic missed cleavages, allowing for variable methionine oxidation, protein N-terminal acetylation, and cysteine carbamidomethylation. The parameter “Individual peptide mass tolerance” was selected for variable precursor mass tolerances, with 0.5 Da or 20 ppm mass tolerances set for ion trap or orbitrap fragment ions, respectively. A target-decoy threshold of 1% was set for both PSM and protein false discovery rate. Match-between-runs was enabled with identification transfer within 0.7 min and a retention time alignment within 20 min window. Matching was permitted from the library parameter group, and ‘from and to’ the unfractionated parameter group, and second peptide search was enabled. Level of a protein was represented by the median intensity of all peptides attributed to it, and only proteins containing more than 2 unique detected peptides were deemed expressed. iBAQ values were used for analysis. All values were normalised using Vsn algorithm^32^ to adjust for unequal sample loading. Since different number of input cells were used between groups to achieve similar coverage, the Vsn-normalised iBAQs were then normalised by the input cell numbers (Detailed in Supplementary Fig. 3a). Statistical tests were performed using log2-transformed normalised iBAQ values. Unpaired T test with Benjamini–Hochberg correction^72^ was used to determine significantly down-regulated proteins between GC7- and Mock-treated samples. Paired T test was used for eIF5a KO versus WT samples. Differential expression analyses were done in Excel 2016.

### Flow cytometry

Cells were labelled with LIVE/DEAD Aqua Dead Cell Stain Kit (Thermo Fisher Scientific L34966) and then fixed in Intracellular Staining Fixation Buffer (BioLegend 420801) and permeabilised in Intracellular Staining Permeabilization Wash Buffer (BioLegend 421002). Antibodies against eIF5a (EP527Y, Abcam ab32407, used at 1:400), hypusine (Hpu24, Creative Biolabs PABL-202, used at 1:200), IFNg (XMG1.2, BioLegend 505808, used at 1:400), TNF (MP6-XT22, eBioscience 25-7321-82, used at 1:400), IRF4 (3E4, eBioscience 48-9858-82, used at 1:200), TBET (4B10, BioLegend 644832, used at 1:200), EOMES (Dan11mag, Thermo Scientific 53-4875-82, used at 1:200), Granzyme B (GB11, BioLegend 515403, used at 1:200), CDK1 (A17, Abcam ab18, used at 1:200), CD25 (PC61, BioLegend 102016, used at 1:200), CD98 (RL388, eBioscience 12-0981-83, used at 1:200), PD-1 (RMP1-30, eBioscience 11-9981-82, used at 1:200), CDC45 (EPR5759, Abcam ab126762, used at 1:200) and puromycin (12D10, Millipore MABE343-AF488, used at 1:500) were used; for cell cycle analysis, fixed-permeabilised cells were stained with Hoechst 33342 (Sigma) and Ki-67 antibody (B56, BD Biosciences 556027, used at 1:10). Cells were incubated with primary antibodies for 16 h at 4 °C, washed, followed by staining with Goat anti-rabbit IgG Alexa Fluor 647 (Thermo Fisher Scientific A27040, used at 1:500) and Rat anti-mouse IgG2a PE (RMG2a-62, BioLegend 407108, used at 1:200) secondary antibody for 1 h at RT. Cells were resuspended in FACS Buffer (described in cell sorting) before acquisition. All analyses were done on singlet live events.

For quantitation of autophagic flux, cells were treated with/without 10 nM bafilomycin A1 (BafA1, Sigma Aldrich B1793) for 2 h, followed by selective permeabilisation and LC3 staining using Flow-Cellect Autophagy LC3 antibody-based assay kit (Luminex FCCH100171). Stained cells were fixed with 2% formaldehyde and resuspended in FACS Buffer before acquisition. Autophagic flux of a sample was defined as the mean fluorescence intensity of its LC3-II in BafA1-treated cells divided by that in mock-treated cells.

For cytotoxicity assay, mouse lymphoma line EL-4 cells were pulsed with SIINFEKL peptide for 1 h at 37 °C and washed with IMDM, then labelled with CellTrace Violet (CTV, Invitrogen C34557); non-pulsed EL-4 cells were labelled with CFSE (Invitrogen C34554). In 96 well U-shaped plate 9 × 10^5^ SIINFEKL-pulsed EL4 cells were combined with 9 × 10^5^ non-pulsed cells, and a titration of T cells starting from 5 × 10^6^ cells and 3-fold dilutions. Cells were incubated for 4 h and acquired looking at change of ratio of CFSE:CTV labelled EL4s. A repeat experiment swapping CFSE and CTV was done.

All acquisitions were done on a MACSQuant flow cytometer (Miltenyi Biotec). Data were analysed with Flowjo version 9.

### In vivo dynamics of CRISPR KO cells

1 × 10^5^ Day 3 *Eif5a* or Day 4 *Dhps/Dohh* CRISPR OT-1 CD45.2 cells were combined with 1 × 10^5^ Day 4 *Thy1* CRISPR OT-1 CD45.1 cells and 1 × 10^6^ *Listeria monocytogenes* expressing OT-1 TCR target chicken ovalbumin (*Lm*OVA) and injected intravenously into WT C57BL/6 mice. Day 6 post-injection mice were sacrificed and their splenocytes harvested. Cells were restimulated ex vivo with SIINFEKL peptide in the presence of 5 µg/mL Brefeldin A for 4 h and then stained for CD45.1, CD45.2, eIF5a/hypusine and IFNγ.

### Protein extraction and Western blotting

Cells were lysed in RIPA Buffer (Thermo Fisher Scientific 89900) supplemented with a protease inhibitors cocktail (Sigma-Aldrich P8340). The lysates were centrifuged to remove the debris. Reducing Laemmli buffer was added to the lysates, and samples were heated to 95 °C and separated by SDS-PAGE. Proteins were transferred to Immobilon-FL PVDF membrane (Millipore IPFL00010), and membranes were incubated in Odyssey blocking buffer (LI-COR Biosciences 927-40000) prior to incubation with the primary antibodies. Quantitative signals were generated with secondary Abs: IRDye® 680RD Goat anti-Rabbit and IRDye® 800CW Goat anti-Mouse (LI-COR Biosciences 926-68071 and 926-32210, both used at 1:5000), and visualised using the Odyssey Infrared Imaging System (LI-COR Biosciences).

The following primary Abs were used: anti-ZAP70 (clone 29, BD Biosciences 610239, used at 1:1000), DHPS (Abcam ab224134, used at 1:1000), eIF5a (EP527Y, Abcam ab32407), and hypusine (rabbit polyclonal Millipore ABS1064, used at 1:1000; rabbit monoclonal Hpu24 Creative Biolabs PABL-202, used at 1:1000).

### Transcript analyses by RT-qPCR

Total cellular RNA was extracted using Direct-zol RNA Miniprep kit (Zymo Research R2051) and reverse transcribed using Lunascript kit (New England Biolabs E3010L). qPCR was performed on a Light Cycler 480 (Roche) using Brilliant III SYBR® Master Mixes (Agilent 600883). Transcription level of each gene was normalised against the quantity of beta actin (Actb) in the sample. Oligonucleotides (custom synthesised by Integrated DNA Technologies) are listed in Supplementary Table 1.

### Quantification and statistical analysis

Prism 9 software (GraphPad) and Excel 2016 were used for statistical analyses. Unless stated otherwise, all data points represent the measurement of biological replicates. Unpaired or paired two-tailed Student’s *t* test was used for comparisons between two normally distributed datasets with equal variances unless specified. One-tailed Fisher’s exact test was used for testing enrichment of amino acid trimers. In the GC7-Mock nascent proteome dataset, Benjamini–Hochberg method was used to adjust *P* values of a family of multiple t tests with a single null hypothesis. *P* value was used to quantify the statistical significance of the null hypothesis testing. *p ≤ 0.05, **p ≤ 0.01.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon request. Original and processed RNASeq dataset have been deposited in the Gene Expression Omnibus (GEO) database, under accession no. GSE168731. Original files for the nascent proteomic dataset are available at EBI PRIDE database, under accession no. PXD021063. Source data are provided with this paper and also available on Open Science Framework at 10.17605/OSF.IO/J94BY. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Munoz J (2011). The quantitative proteomes of human-induced pluripotent stem cells and embryonic stem cells. Mol. Syst. Biol..

[2] Hukelmann JL (2016). The cytotoxic T cell proteome and its shaping by the kinase mTOR. Nat. Immunol..

[3] Gabut M, Bourdelais F, Durand S (2020). Ribosome and Translational Control in Stem Cells. Cells.

[4] Anderson P (2010). Post-transcriptional regulons coordinate the initiation and resolution of inflammation. Nat. Rev. Immunol..

[5] Ciafre SA, Galardi S (2013). microRNAs and RNA-binding proteins: a complex network of interactions and reciprocal regulations in cancer. RNA Biol..

[6] Zhang X (2019). Mechanisms and functions of long non-coding RNAs at multiple regulatory levels. Int J. Mol. Sci..

[7] Tan TCJ (2017). Suboptimal T-cell receptor signaling compromises protein translation, ribosome biogenesis, and proliferation of mouse CD8 T cells. Proc. Natl Acad. Sci. USA.

[8] Dever TE, Dinman JD, Green R (2018). Translation elongation and recoding in eukaryotes. Cold Spring Harb. Perspect. Biol..

[9] Sonenberg N, Dever TE (2003). Eukaryotic translation initiation factors and regulators. Curr. Opin. Struct. Biol..

[10] Schuller AP, Wu CC, Dever TE, Buskirk AR, Green R (2017). eIF5A functions globally in translation elongation and termination. Mol. Cell.

[11] Kang HA, Hershey JW (1994). Effect of initiation factor eIF-5A depletion on protein synthesis and proliferation of Saccharomyces cerevisiae. J. Biol. Chem..

[12] Pelechano V, Alepuz P (2017). eIF5A facilitates translation termination globally and promotes the elongation of many non polyproline-specific tripeptide sequences. Nucleic Acids Res..

[13] Cooper HL, Park MH, Folk JE (1982). Posttranslational formation of hypusine in a single major protein occurs generally in growing cells and is associated with activation of lymphocyte growth. Cell.

[14] Park MH, Wolff EC (2018). Hypusine, a polyamine-derived amino acid critical for eukaryotic translation. J. Biol. Chem..

[15] Schmidt C (2016). Structure of the hypusinylated eukaryotic translation factor eIF-5A bound to the ribosome. Nucleic Acids Res..

[16] Gutierrez E (2013). eIF5A promotes translation of polyproline motifs. Mol. Cell.

[17] Colvin SC, Maier B, Morris DL, Tersey SA, Mirmira RG (2013). Deoxyhypusine synthase promotes differentiation and proliferation of T helper type 1 (Th1) cells in autoimmune diabetes. J. Biol. Chem..

[18] Hanauske-Abel HM (1994). Inhibition of the G1-S transition of the cell cycle by inhibitors of deoxyhypusine hydroxylation. Biochim. Biophys. Acta.

[19] Puleston DJ (2014). Autophagy is a critical regulator of memory CD8(+) T cell formation. Elife.

[20] Eisenberg T (2009). Induction of autophagy by spermidine promotes longevity. Nat. Cell Biol..

[21] Wolf T (2020). Dynamics in protein translation sustaining T cell preparedness. Nat. Immunol..

[22] Lawrence CW, Braciale TJ (2004). Activation, differentiation, and migration of naive virus-specific CD8^+^ T cells during pulmonary influenza virus infection. J. Immunol..

[23] Yoon H, Legge KL, Sung SS, Braciale TJ (2007). Sequential activation of CD8^+^ T cells in the draining lymph nodes in response to pulmonary virus infection. J. Immunol..

[24] Cooper HL, Park MH, Folk JE, Safer B, Braverman R (1983). Identification of the hypusine-containing protein hy+ as translation initiation factor eIF-4D. Proc. Natl Acad. Sci. USA.

[25] Lee SB (2009). The effect of hypusine modification on the intracellular localization of eIF5A. Biochem. Biophys. Res. Commun..

[26] Park JH (2006). Molecular cloning, expression, and structural prediction of deoxyhypusine hydroxylase: a HEAT-repeat-containing metalloenzyme. Proc. Natl Acad. Sci. USA.

[27] Sievert H (2014). A novel mouse model for inhibition of DOHH-mediated hypusine modification reveals a crucial function in embryonic development, proliferation and oncogenic transformation. Dis. Model Mech..

[28] Mathews MB, Hershey JW (2015). The translation factor eIF5A and human cancer. Biochim. Biophys. Acta.

[29] Alsaleh G (2020). Autophagy in T cells from aged donors is maintained by spermidine and correlates with function and vaccine responses. Elife.

[30] Zhang H (2019). Polyamines control eIF5A hypusination, TFEB translation, and autophagy to reverse B cell senescence. Mol. Cell.

[31] Schwanhausser B (2011). Global quantification of mammalian gene expression control. Nature.

[32] Valikangas T, Suomi T, Elo LL (2018). A systematic evaluation of normalization methods in quantitative label-free proteomics. Brief. Bioinforma..

[33] Willforss J, Chawade A, Levander F (2019). NormalyzerDE: online tool for improved normalization of omics expression data and high-sensitivity differential expression analysis. J. Proteome Res.

[34] Liao Y, Wang J, Jaehnig EJ, Shi Z, Zhang B (2019). WebGestalt 2019: gene set analysis toolkit with revamped UIs and APIs. Nucleic acids Res..

[35] Humbert PO (2000). E2f3 is critical for normal cellular proliferation. Genes Dev..

[36] Mondor I, Schmitt-Verhulst AM, Guerder S (2005). RelA regulates the survival of activated effector CD8 T cells. Cell death Differ..

[37] Galloway A, Turner M (2017). Cell cycle RNA regulons coordinating early lymphocyte development. Wiley Interdiscip. Rev. RNA.

[38] Shirai YT (2019). CNOT3 targets negative cell cycle regulators in non-small cell lung cancer development. Oncogene.

[39] Segev N, Gerst JE (2018). Specialized ribosomes and specific ribosomal protein paralogs control translation of mitochondrial proteins. J. Cell Biol..

[40] Shi Z (2017). Heterogeneous ribosomes preferentially translate distinct subpools of mRNAs genome-wide. Mol. Cell.

[41] Jackson RJ, Hellen CU, Pestova TV (2010). The mechanism of eukaryotic translation initiation and principles of its regulation. Nat. Rev. Mol. Cell Biol..

[42] Ceci M (2003). Release of eIF6 (p27BBP) from the 60S subunit allows 80S ribosome assembly. Nature.

[43] Dever TE, Ivanov IP (2018). Roles of polyamines in translation. J. Biol. Chem..

[44] Mandal A, Mandal S, Park MH (2014). Genome-wide analyses and functional classification of proline repeat-rich proteins: potential role of eIF5A in eukaryotic evolution. PLoS ONE.

[45] Po JL, Gardner EM, Anaraki F, Katsikis PD, Murasko DM (2002). Age-associated decrease in virus-specific CD8^+^ T lymphocytes during primary influenza infection. Mech. Ageing Dev..

[46] Li J, He Y, Hao J, Ni L, Dong C (2018). High Levels of Eomes Promote Exhaustion of Anti-tumor CD8(+) T Cells. Front Immunol..

[47] Raczkowski F (2013). The transcription factor Interferon Regulatory Factor 4 is required for the generation of protective effector CD8^+^ T cells. Proc. Natl Acad. Sci. USA.

[48] Szabo SJ (2002). Distinct effects of T-bet in TH1 lineage commitment and IFN-gamma production in CD4 and CD8 T cells. Science.

[49] Santamaria D (2007). Cdk1 is sufficient to drive the mammalian cell cycle. Nature.

[50] Pietrocola F (2015). Spermidine induces autophagy by inhibiting the acetyltransferase EP300. Cell Death Differ..

[51] Richter JD, Coller J (2015). Pausing on polyribosomes: make way for elongation in translational control. Cell.

[52] Knight JRP (2020). Control of translation elongation in health and disease. Dis. Model Mech..

[53] Choi J (2018). How messenger RNA and nascent chain sequences regulate translation elongation. Annu. Rev. Biochem..

[54] Philippe L, van den Elzen AMG, Watson MJ, Thoreen CC (2020). Global analysis of LARP1 translation targets reveals tunable and dynamic features of 5’ TOP motifs. Proc. Natl Acad. Sci. USA.

[55] Yang TH, Wang CY, Tsai HC, Liu CT (2021). Human IRES Atlas: an integrative platform for studying IRES-driven translational regulation in humans. Database.

[56] Bailey TL (2009). MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res..

[57] Ferretti MB, Ghalei H, Ward EA, Potts EL, Karbstein K (2017). Rps26 directs mRNA-specific translation by recognition of Kozak sequence elements. Nat. Struct. Mol. Biol..

[58] Gerashchenko MV (2020). Translation elongation factor 2 depletion by siRNA in mouse liver leads to mTOR-independent translational upregulation of ribosomal protein genes. Sci. Rep..

[59] Rossi D (2016). Evidence for a negative cooperativity between eIF5A and eEF2 on binding to the ribosome. PLoS ONE.

[60] Asirvatham AJ, Magner WJ, Tomasi TB (2009). miRNA regulation of cytokine genes. Cytokine.

[61] Salerno F, Turner M, Wolkers MC (2020). Dynamic post-transcriptional events governing CD8(+) T cell homeostasis and effector function. Trends Immunol..

[62] Puleston DJ (2021). Polyamine metabolism is a central determinant of helper T cell lineage fidelity. Cell.

[63] Coni S (2020). Blockade of EIF5A hypusination limits colorectal cancer growth by inhibiting MYC elongation. Cell Death Dis..

[64] Schultz CR (2018). Synergistic drug combination GC7/DFMO suppresses hypusine/spermidine-dependent eIF5A activation and induces apoptotic cell death in neuroblastoma. Biochem. J..

[65] Oliverio S (2014). The spermidine analogue GC7 (N1-guanyl-1,7-diamineoheptane) induces autophagy through a mechanism not involving the hypusination of eIF5A. Amino Acids.

[66] de Almeida OP (2014). Hypusine modification of the ribosome-binding protein eIF5A, a target for new anti-inflammatory drugs: understanding the action of the inhibitor GC7 on a murine macrophage cell line. Curr. Pharm. Des..

[67] Puleston DJ (2019). Polyamines and eIF5A hypusination modulate mitochondrial respiration and macrophage activation. Cell Metab..

[68] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[69] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[70] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[71] Cox J, Mann M (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat. Biotechnol..

[72] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Stat. Soc. Ser. B (Methodol.).

# Supplementary material for: Translation factor eIF5a is essential for IFNγ production and cell cycle regulation in primary CD8+ T lymphocytes
**Source:** Nat Commun. 2022 Dec 17;13:7796. doi: 10.1038/s41467-022-35252-y
**Supplement:** Supplementary file 1 — Supplementary Information

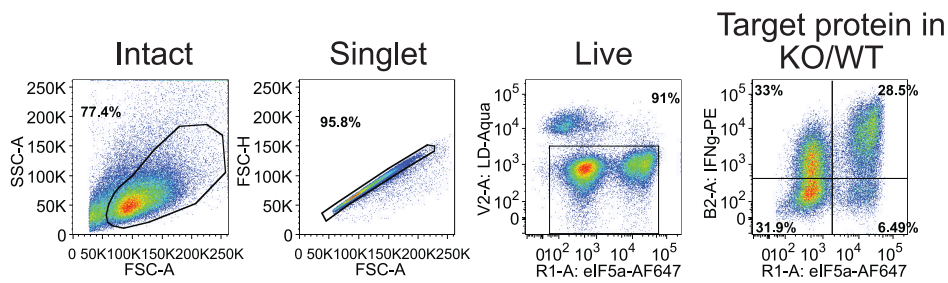

**Supplementary Figure 1. Representative gating strategies for all flow cytometry experiments.**

Cells were first gated on forward and side scatter (FSC/SSC) to include only intact cells. For doublet exclusion, singlets were defined as the main population in FSC-Area/FSC-Height. Live cells were defined as LIVE/DEAD™ Aqua-negative. Where possible, KO/WT cells were separated using antibody against eIF5a or hypusine, and intensity of target protein(s) was monitored individually in the two populations.

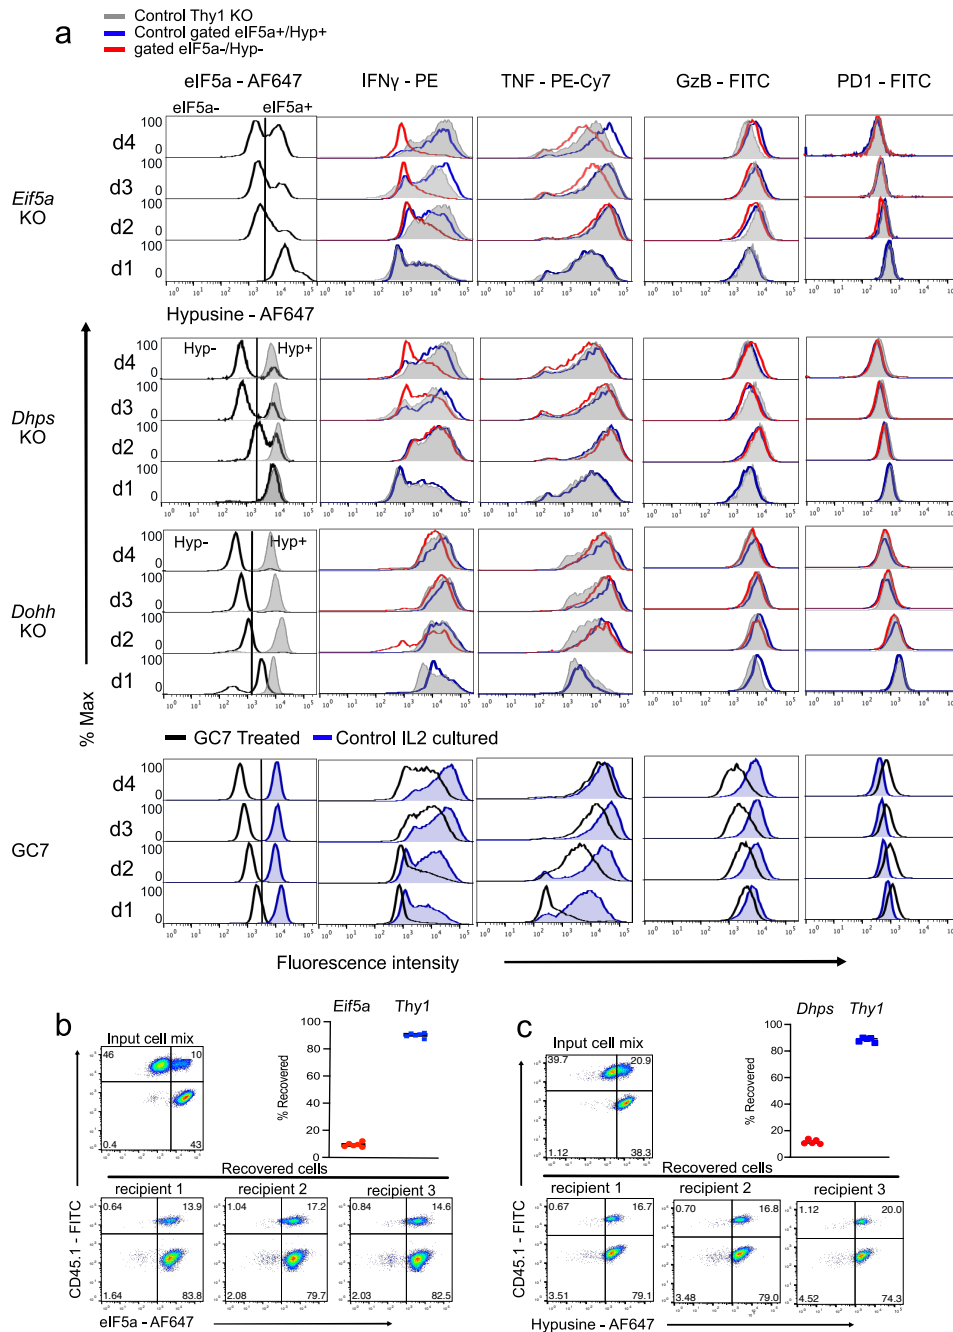

**Supplementary Figure 2. Time course of protein reduction following CRISPR knockout and in vivo response of KO cells to LmOVA infection.**

**a** Expression of eIF5a or hypusine was followed, together with the abundance of IFN $\gamma$ , TNF, Granzyme B, and PD-1, over 4d following CRISPR KO. Electronically gated eIF5a/hypusine+ (blue line) and eIF5a/hypusine- (red line) populations in the same sample were overlaid, together with the *Thy1* CRISPR control (grey line shaded). GC7-treated (black line) samples were overlaid with their mock-treated (blue line shaded) controls. One representative of 3 independent experiments is shown. **b** *Eif5a* or **c** *Dhps* CRISPR cells (CD45.1) were mixed with equal number of *Thy1* CRISPR cells (CD45.2), and injected into CD45.1/CD45.2 female C57BL/6 WT mice 8-10 weeks of age together with *Listeria monocytogenes* expressing chicken ovalbumin (LmOVA). Analysis gated on the donor cells using CD45 allele-specific Abs, shows the input cell mix and the recovered cells at d6 from 3 independent recipients. The recovered proportions from all mice in the experiment are plotted on the right. *eIF5a* KO n=6 biological replicates each from 2 independent experiments and *Dhps* KO n=5 biological replicates from a single experiment.

### a Data analysis workflow

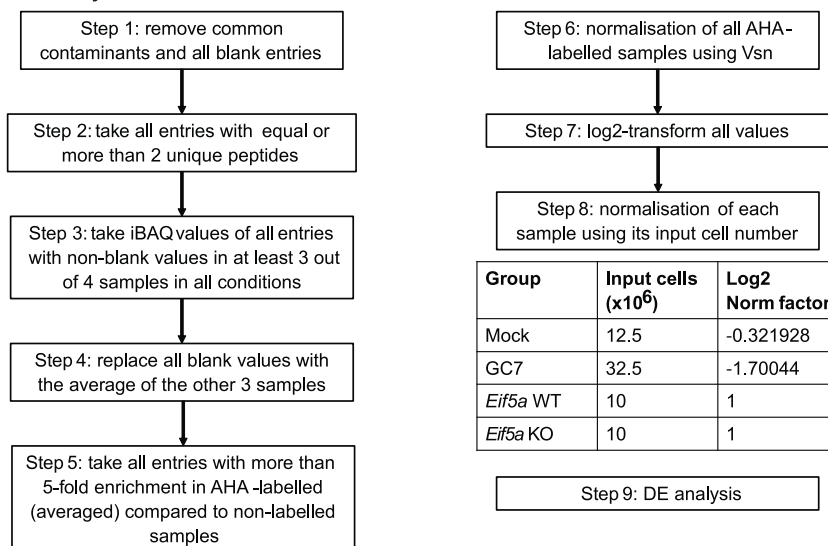

### b iBAQ distribution following different steps of normalisation

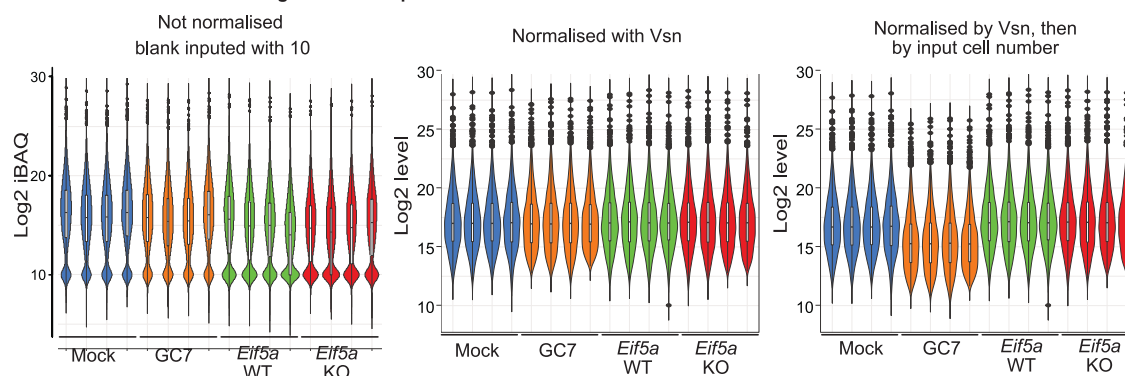

### c Previous Mock vs GC7 trial MS

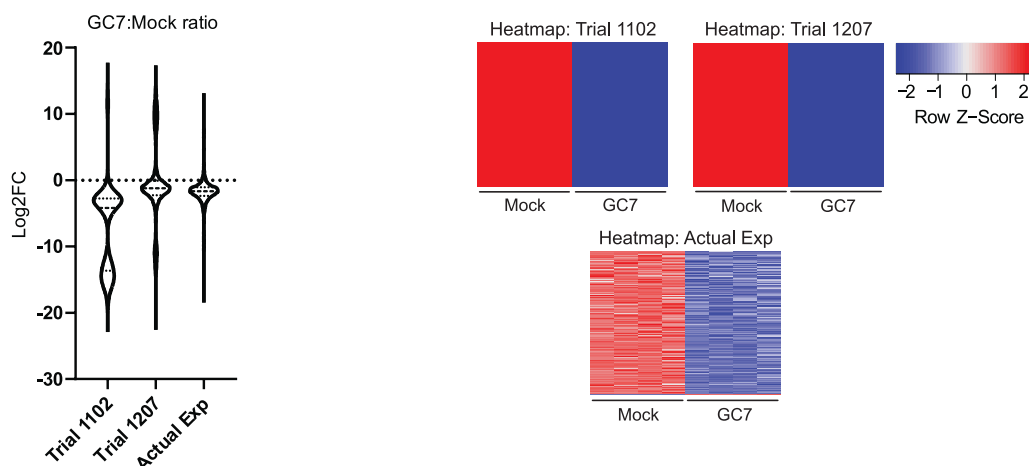

Trial 1102: same input cell number, no input normalisation

Trial 1207: 1 Mock cell to 5 GC7 cells, input normalised

Actual Exp: 1 Mock cell to 2.6 GC7 cells, input normalised

## Supplementary Figure 3. Normalisation of nascent proteome dataset, and comparison with previous trial experiments.

**a** Workflow illustrating how expression cut off was set and how iBAQ values were processed and normalised. **b** Violin plots showing log<sub>2</sub> iBAQ of 3246 proteins detected in 3 of 4 samples without any normalisation, after Vsn normalisation, and after further normalisation by input cell number. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers. Colours: blue, Mock; orange, GC7; green, *Elf5a* WT; red, *Elf5a* KO. **c** Violin plot showing log<sub>2</sub> GC7:Mock ratios in two previous trial experiments (1102: same number of input cells between Mock- and GC7-treated samples, n=1; 1207: 1 Mock cell to 5 GC7 cells, with input normalisation, n=1) and in the actual experiment reported here (with input normalisation, n=4). Heat maps<sup>1</sup> showing log<sub>2</sub> normalised iBAQ of 2500 most different proteins in the three experiments are shown below.

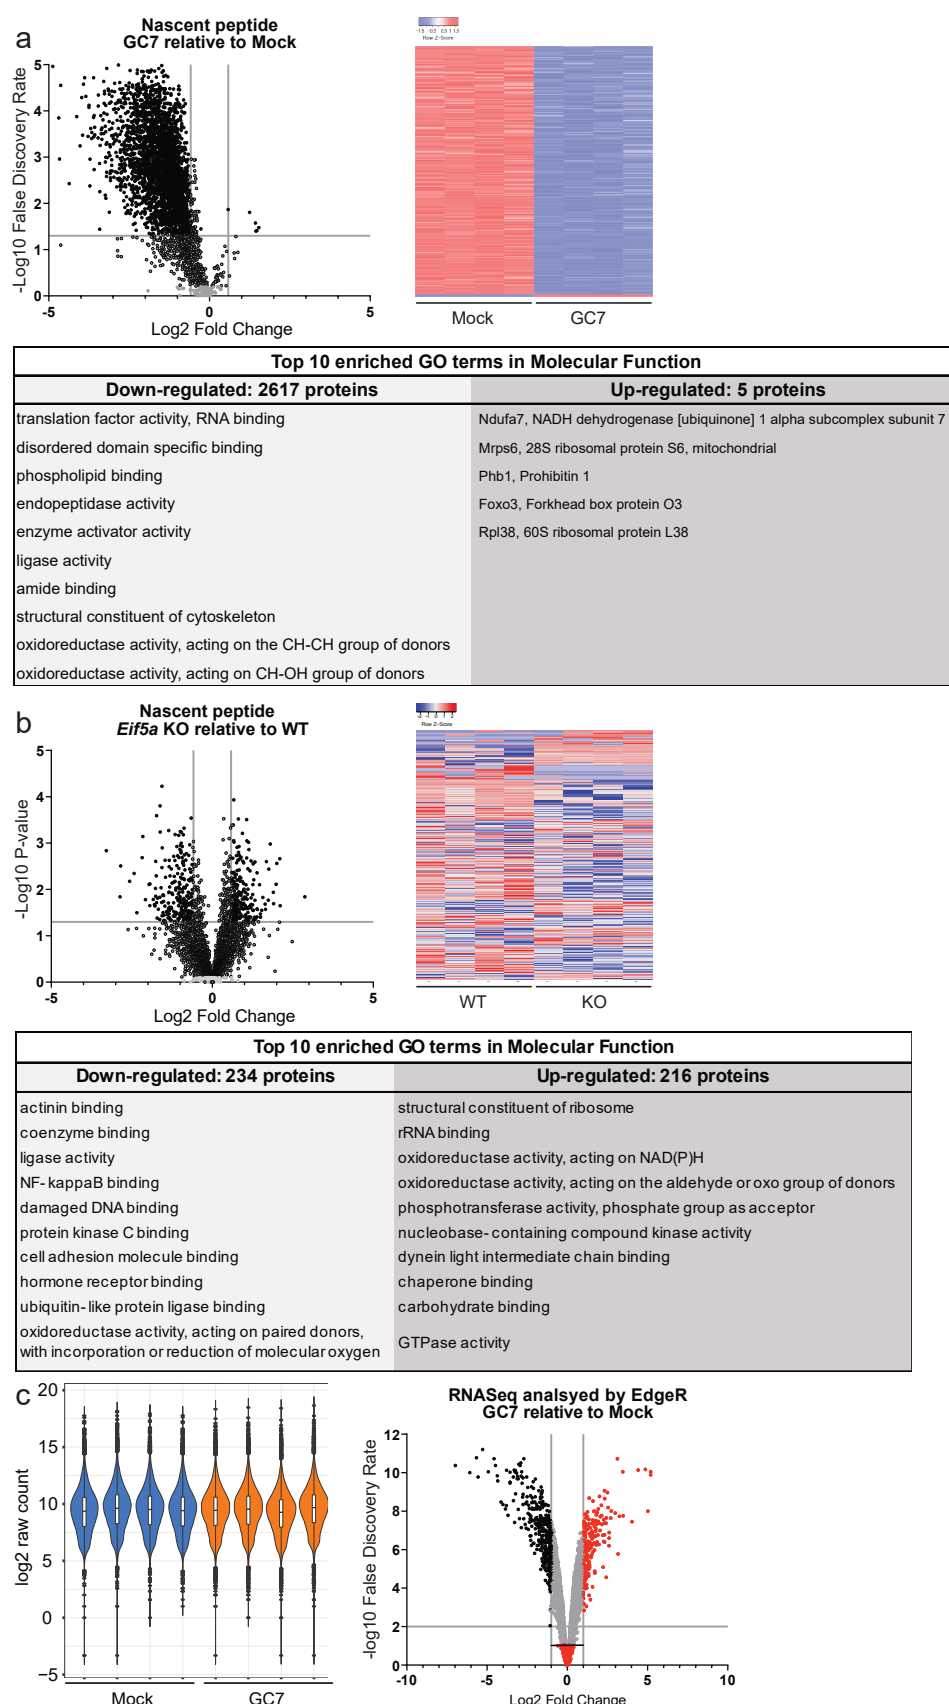

### Supplementary Figure 4. Differential expression analyses of nascent proteins

**a** GC7-treated or **b** *Eif5a* KO volcano plots of the nascent peptide dataset using the significance criterion FDR or P-value<0.05, Absolute FC>2. FDRs were calculated using unpaired two-sided T test with Benjamini-Hochberg correction, P values were calculated using paired two-sided T test. Heat maps were constructed using the top 2500 significantly changed proteins <sup>1</sup>, relative protein abundance is graded from low (blue), medium (white) to high (red) to allow comparisons between samples. 

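In the count tables, the tested genes held between 99.4% and 99.5% of all counts in each library. Their median raw count per library ranged from 659 to 787 in mock and from 614 to 820 in GC7 libraries, or 9.37 to 9.62 and 9.26 to 9.68 on the log2 scale. The lower quartiles lay at 8.03 to 8.28 in mock and 7.98 to 8.36 in GC7 libraries, and the upper quartiles at 10.57 to 10.80 and 10.37 to 10.80. The 10 most abundant genes took 6.79% of counts in mock and 6.99% in GC7 libraries (two-sided exact permutation test, p = 0.2). Reads on mitochondrially encoded mRNAs fell from 1.71% ± 0.0451 (SD, n = 4) to 0.135% ± 0.0119 of counts (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). In a principal component analysis of log2 CPM, the first component separated the groups and held 85.4% of the variance, and the second held 5.98%, with mock replicate 2 apart from the other mock libraries.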

Top 10 enriched GO terms in molecular function were generated using WebGestalt <sup>2</sup>. **c** Distribution of log2 raw counts for 11183 transcripts from individual replicates of RNaseq data of 4 mock and 4 GC7 treated cells at Day 2. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers. Colours: blue, Mock; orange, GC7. Volcano plot of differentially expressed genes is shown on the right, with reduced genes (black dots) defined as FDR<0.01, FC<-2; and “not-reduced” genes (red dots) defined using the criteria FDR>0.1 or FDR<0.01 while FC>2. 

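With these thresholds, 594 of the tested genes were reduced, 355 were increased by more than 2-fold with an FDR under 0.01, and 4157 (37.2%) met the definition of not reduced. Regardless of the size of the change, 2635 genes were lower and 2579 higher in GC7-treated cells at an FDR under 0.01, while 3802 had an FDR above 0.1. With the replicate number as a block, the same test called 596 genes reduced, 358 increased and 4227 not reduced, sharing 591, 353 and 4028 genes with the fit without it. The filter on low counts moved these numbers most. Without it, 1189 of 28350 genes were reduced and 773 increased. Across the 8 fits that each left out 1 library, reduced genes numbered 568 to 604 and increased genes 331 to 370. Among protein-coding genes that changed in the same direction in all 4 same-numbered pairs, the largest increases were in *Ckmt1* (log2 fold change 5.75, adjusted p = 6.7e-07), *Gria3* (5.64), *Sulf2* (5.20), *Xcl1* (5.20) and *Ddit4l* (5.16), by edgeR's test. *Gria3* had a single library apart from the other 3 in each group, and *Ddit4l* in the GC7 group. As single libraries were left out, the log2 fold change ranged from 5.34 to 6.59 for *Gria3* and from 4.78 to 5.59 for *Ddit4l*. For *Ckmt1* it ranged from 5.33 to 5.93, so the order of these increases is not settled. The largest decreases were in *Ace*, with at most 1 count in any GC7 library and at least 39.6-fold lower than in mock, *Itga7* (log2 fold change -6.97, adjusted p = 3.7e-11), *Grin1* (-6.07), *C3* (-5.80) and *Endou* (-5.66), for which mock replicate 2 was the highest of its group. With the replicate number as a block, the log2 fold changes of these genes were 5.71 for *Ckmt1*, 5.64 for *Gria3*, 5.21 for *Sulf2*, 5.19 for *Xcl1* and *Ddit4l*, -6.98 for *Itga7*, -6.07 for *Grin1*, -5.79 for *C3* and -5.66 for *Endou*.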

FDRs were calculated with edgeR.

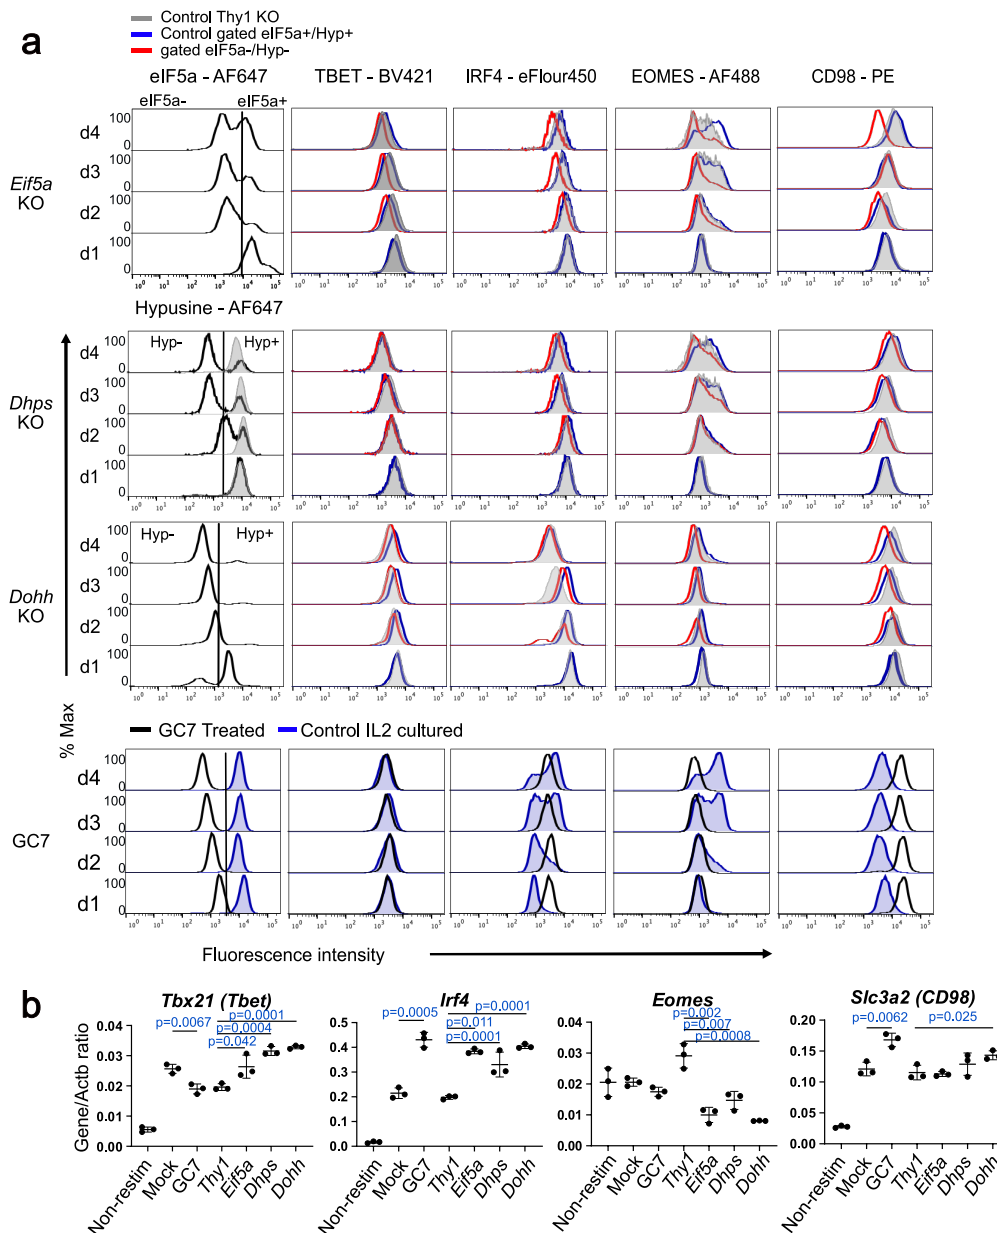

**Supplementary Figure 5. Time course of expression of key transcription factors and cell surface receptor CD98 following GC7 treatment or CRISPR transfection.**

**a** FACS overlay histograms of electronically gated eIF5a/Hyp+ (blue line) and eIF5a/hyp- (red line) populations together with control Thy 1 KO (grey line shaded) over 4d following CRISPR targeting. GC7-treated samples (black line) were overlaid with their mock-treated controls (blue line shaded). One representative of 3 independent experiments is shown. In each of the 4 days cells were fixed and permeabilised as described in Methods (CD98 were stained before permeabilisation), and stained with target-specific antibodies together with antibody against eIF5a or hypusine, where applicable. The leftmost knockout histograms are identical to Supplementary Figure 2 as the same samples were used, but with different Ab staining panels for the proteins of interest. **b** RT-qPCR quantitation of mRNA for the same genes, normalised by the mRNA level of Actb gene, in fresh bulk transfected cells. For Mock, GC7, *Dhps*, *Dohh*, and *Thy1* KO Day 4 cells were used, and for *Elf5a* KO Day 3 cells were used (n=3 biological replicates). P values were calculated using unpaired two-sided T test, GC7 compared to Mock and CRISPR cells compared to *Thy1*). Centre line and error bars represent mean value  $\pm$  SD between biological replicates.

## References:

1. Babicki, S., *et al.* Heatmapper: web-enabled heat mapping for all. *Nucleic acids research* **44**, W147-153 (2016).
2. Liao, Y., Smyth, G.K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923-930 (2013)

**Supplementary Table 1** | Oligonucleotides (custom synthesised by Integrated DNA Technologies)

| Gene                 | Forward primer          | Reverse primer           |
|----------------------|-------------------------|--------------------------|
| <i>Actb</i>          | ATGGAGGGGAATACAGCCC     | TTCTTTGCAGCTCCTTCGTT     |
| <i>Ifng</i>          | GAGCTCATTGAATGCTTGGC    | GCGTCATTGAATCACACCTG     |
| <i>Tnf</i>           | CTGAACTTCGGGGTGATCGG    | GGCTTGTCACCTCGAATTTTGAGA |
| <i>Irf4</i>          | TCCGACAGTGGTTGATCGAC    | CCTCACGATTGTAGTCCTGCTT   |
| <i>Tbx21 (Tbet)</i>  | AACACACACGTCTTTACTTTCCA | CGTATCAACAGATGCGTACATGG  |
| <i>Eomes</i>         | GACCTCCAGGGACAATCTGA    | GTGACGGCCTACCAAAACAC     |
| <i>Cdk1</i>          | AGAAGGTACTTACGGTGTGGT   | GAGAGATTTCCCGAATTGCAGT   |
| <i>Slc3a2 (CD98)</i> | TGATGAATGCACCCTTGACTTG  | GCTCCCCAGTGAAAGTGGA      |

# Supplementary material for: Translation factor eIF5a is essential for IFNγ production and cell cycle regulation in primary CD8+ T lymphocytes
**Source:** Nat Commun. 2022 Dec 17;13:7796. doi: 10.1038/s41467-022-35252-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Normalised iBAQ values of nascent proteomes, differential expression analysis, and selection of proteins for presentation.** iBAQ values of expressed proteins from LC-MS for GC7-treated, Mock-treated, eIF5a-KO and eIF5a-WT cells were normalised using Vsn algorithm, and then by the input cell numbers. Statistical tests were performed using log2-transformed normalised values. Unpaired T test with Benjamini-Hochberg correction was used to determine significantly down-regulated proteins between GC7- and Mock-treated samples. Paired t-test was used for eIF5a KO versus WT samples.

File Name: Supplementary Data 2

Description: **Differential expression analysis of the RNASeq dataset between GC7- and Mock-treated cells, with top ten enriched KEGG pathways in significantly up- and down-regulated genes.** The dataset was trimmed of adapter sequences and low quality reads were removed. 

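The part of Supplementary Data 2 read here lists 1998 genes with the paper's log2 fold changes. The recomputed log2 fold changes differed from the paper's by at most 0.0018 and had the same sign for all 1998 genes. By the recomputed values, 362 of the 363 genes past the thresholds for reduction in the paper's table were reduced, and all 204 of those past the thresholds for an increase were increased. The paper draws its KEGG lists from the significantly changed genes of these libraries, so the direction of the listed genes was fixed in advance. These genes are only a part of each term. Each of the 14 genes that the paper lists under glycolysis, of a term size of 39, was reduced. Their recomputed log2 fold changes ranged from -3.23 to -1.13. Several of them (*Pgk1*, *Eno1*, *Pkm*, *Pgam1*) have near-identical copies among the tested genes, between which the counting could have split reads. Over a fixed set of 21 glycolytic genes, the mean log2 fold change was -1.27 (-1.28 with the replicate number as a block), with 20 lower and 15 reduced (limma's camera test, adjusted p = 5.6e-18 over 11 gene sets). The mean scaled expression of the set was lower in all GC7 than in all mock libraries (two-sided exact permutation test, p = 0.0286, and 0.0393 after Benjamini-Hochberg adjustment). Each of the 10 genes listed under p53 signalling, of a term size of 58, was increased, by 1.06 to 2.60 on the log2 scale. A fixed set of 27 p53 target genes had a mean log2 fold change of 1.17 (1.16 with the block), with 24 higher and 17 increased (camera, adjusted p = 2.8e-18). The sets were chosen after the paper's own table from these libraries had been read, and are not independent of it. The 12 listed cytokine and cytokine receptor genes, of a term size of 66, rose by 1.03 to 5.20. The 21 genes listed under metabolic pathways, of a term size of 791, include mitochondrially encoded genes. Their log2 fold changes ranged from -5.27 to -2.21.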

Reads were aligned to the mouse genome (GRCm38.96) using STAR and mapped reads were counted using featureCounts. Differential expression analysis was performed with edgeR. Pathway enrichment analysis was conducted with WebGestalt.

File Name: Supplementary Data 3

Description: **Determination of genes translationally regulated by eIF5a using Venn analyses.** Genes translationally down-regulated upon GC7-treatment were defined as those not down-regulated in mRNA abundance but decreased in nascent peptide abundance following treatment. This list of genes was overlaid with nascent proteins down-regulated in eIF5a-KO cells and the common genes between them were defined as genes translationally regulated by eIF5a.

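The column of genes not down-regulated in mRNA holds 6032 names in the paper's table. Restricted to protein-coding genes with a mean log2 CPM of 3 or more, 9020 genes were tested, and 3274 of them met the not-reduced criterion as the legend of Supplementary Fig. 4c states it, while 366 were reduced and 210 increased. The first 1999 names of the column were read here, and all were among the tested genes. Of these, 218 met the stated criterion and 1781 were higher in GC7-treated cells with an FDR of 0.1 or under but without a 2-fold increase past an FDR of 0.01. None was lower with an FDR of 0.1 or under. Over all 9020 genes, 3274 met the criterion, and 2758 were higher with an FDR of 0.1 or under without meeting it. The names read are thus weighted towards the latter, and their shares do not describe the whole column. A definition that admits an FDR above 0.1 or any increase gave 6032 of the 9020 genes, the number of names in the column. All 1999 names read met it. It was chosen after seeing the values, but it describes the column better than the stated criterion does.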

# Supplementary material for: Translation factor eIF5a is essential for IFNγ production and cell cycle regulation in primary CD8+ T lymphocytes
**Source:** Nat Commun. 2022 Dec 17;13:7796. doi: 10.1038/s41467-022-35252-y
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Cutadapt v2.3, fastqc v0.11.8, STAR v2.7.1a and samtools v1.9 (updated 17th June 2019) used for pre-treatment of RNASeq files; rtracklayer v1.42.2, Rsubread v1.6.4 in R (updated 19th June 2019) used for collecting gene expression data in RNASeq; MaxQuant version 1.6.2.6 used to collect expression data in nascent proteomic dataset.                                        |
| Data analysis   | EdgeR v3.26.4 in R (updated 20th June 2019) used for normalisation and differential expression analysis of RNASeq. Vsn algorithm used for normalisation, and T tests and BH correction for differential expression of proteomic dataset. T tests used for flow cytometry and qRT-PCR data done in Excel 2016 and Prism 9. Flowjo version 9 was used to analyse flow cytometry data. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data and codes are available on Open Science Framework at DOI 10.17605/OSF.IO/J94BY

Original and processed RNASeq dataset have been deposited in the Gene Expression Omnibus (GEO) database, <https://www.ncbi.nlm.nih.gov/geo> (accession no.

GSE168731).

Original files for the nascent proteomic dataset are available at EBI PRIDE database, <https://www.ebi.ac.uk/pride/> (accession no. PXD021063).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences
 ☐ Behavioural & social sciences
 ☐ Ecological, evolutionary & environmental sciences
For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size per group was calculated as 4 for reliably detecting eIF5a inhibition. This was calculated using ClinCalc: <a href="https://clincalc.com/stats/samplesize.aspx">https://clincalc.com/stats/samplesize.aspx</a> .<br>With preliminary data indicating WT eIF5a mean of 0.864070016 and inhibited mean of 0.417720874, Alpha = 0.05, Beta = 0.2, Power = 0.8. |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | n number for each experiment are stated in figure legend. All replicates were successfully conducted.                                                                                                                                                                                                                                                                   |
| Randomization   | Sex of animals used for tissue donation was randomised as difference between sexes was not anticipated.                                                                                                                                                                                                                                                                 |
| Blinding        | Blinding was not relevant as the in vitro knockout samples and subsequent analysis were conducted by the same experimentalist. In the animal experiments cells were co-transferred into a single recipient so all biological replicates were identical.                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>eIF5a clone EP527Y Abcam ab32407; RRID:AB_732132; used at 1:400 for Flow cytometry and 1:1000 for Western blot.</p> <p>Hypusine clone Hpu24 Creative Biolabs PABL-202; used at 1:200 for Flow cytometry and 1:1000 for Western blot.</p> <p>IFN<math>\gamma</math> clone XMG1.2 (PE conjugated) BioLegend 505808; RRID:AB_315402; used at 1:400</p> <p>TNF<math>\alpha</math> clone MP6-XT22 (PE-Cy7 conjugated) eBioscience 25-7321-82; RRID:AB_11042728; used at 1:400</p> <p>IRF4 clone 3E4 (eFlour 450 conjugated) eBioscience 48-9858-82; RRID:AB_2574135; used at 1:200</p> <p>TBET clone 4B10 (Brilliant Violet 421 conjugated) BioLegend 644832; RRID:AB_2686976; used at 1:200</p> <p>EOMES clone Dan11mag (Alexa Fluor® 488 conjugated) Thermo Scientific 53-4875-82; RRID: AB_10854265; used at 1:200</p> <p>Granzyme B clone GB11 (FITC conjugated) BioLegend 515403; RRID: AB_2114575; used at 1:200</p> <p>CDK1 clone A17 Abcam ab18; RRID:AB_2074906; used at 1:200</p> <p>CD25 clone PC61 (PE-Cy7 conjugated) BioLegend 102016; RRID:AB_312865; used at 1:200</p> <p>CD98 clone RL388 (PE conjugated) eBioscience 12-0981-83; RRID: AB_465792; used at 1:200</p> <p>CD279 (PD-1) clone RMP1-30 (FITC conjugated) eBioscience 11-9981-82; RRID: AB_465467; used at 1:200</p> <p>CDC45 clone EPR5759 Abcam ab126762; RRID:AB_11140216; used at 1:200</p> <p>Puromycin clone 12D10 (Alexa Fluor® 488 conjugated) Millipore MABE343-AF488; RRID:AB_2736875; used at 1:500</p> <p>Ki-67 clone B56 (PE conjugated) BD Biosciences 556027; RRID:AB_2266296; used at 1:10</p> <p>Goat anti-rabbit IgG (Alexa Fluor 647 conjugated) Thermo Fisher Scientific A27040; RRID:AB_2536101; used at 1:500</p> <p>Rat anti-mouse IgG2a clone RMG2a-62 (PE conjugated) BioLegend 407108; RRID: AB_10549456; used at 1:200</p> <p>ZAP70 clone 29 BD Biosciences 610239; RRID:AB_397634; used at 1:1000</p> |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

DHPS Abcam ab224134; used at 1:1000  
 Goat anti-Rabbit IgG (IRDye® 680RD conjugated) LI-COR Biosciences 926-68071; RRID:AB\_10956166; used at 1:5000  
 Goat anti-Mouse IgG (IRDye® 800CW conjugated) LI-COR Biosciences 926-32210; RRID:AB\_621842; used at 1:5000

## Validation

1. eIF5a clone EP527Y Abcam ab32407. Validated by manufacturer and 3 publications for Flow cytometry, Western blot and Immunohistochemistry. Validated by our Eif5a CRISPR mouse T cells.
2. Hypusine clone Hpu24 Creative Biolabs PABL-202. Validated by manufacturer for ELISA and by a publication for Western blot. Validated for Flow cytometry by our Dhps and Dohh CRISPR mouse T cells.
3. IFNg clone XMG1.2 (PE conjugated) BioLegend 505808. Validated by manufacturer and by 98 publications for Flow cytometry in mouse cells.
4. TNFa clone MP6-XT22 (PE-Cy7 conjugated) eBioscience 25-7321-82. Validated by manufacturer and by 30 publications for Flow cytometry in mouse and human cells.
5. IRF4 clone 3E4 (eFlour 450 conjugated) eBioscience 48-9858-82. Validated by manufacturer and 13 publications for Flow cytometry in mouse and human cells.
6. TBET clone 4B10 (Brilliant Violet 421 conjugated) BioLegend 644832. Validated by manufacturer and 28 publications for Flow cytometry in mouse and human cells.
7. EOMES clone Dan11mag (Alexa Fluor® 488 conjugated) Thermo Scientific 53-4875-82. Validated by manufacturer and 35 publications for Flow cytometry in mouse and human cells.
8. Granzyme B clone GB11 (FITC conjugated) BioLegend 515403. Validated by manufacturer and 58 publications for Flow cytometry in mouse and human cells.
9. CDK1 clone A17 Abcam ab18. Validated by manufacturer and 114 publications for Flow cytometry, Western blot and Immunohistochemistry in human and mouse cells.
10. CD25 clone PC61 (PE-Cy7 conjugated) BioLegend 102016. Validated by manufacturer and by 38 publications for Flow cytometry in mouse cells.
11. CD98 clone RL388 (PE conjugated) eBioscience 12-0981-83. Validated by manufacturer and by 8 publications for Flow cytometry in mouse cells.
12. CD279 (PD-1) clone RMP1-30 (FITC conjugated) eBioscience 11-9981-82. Validated by manufacturer and by 9 publications for Flow cytometry in mouse cells.
13. CDC45 clone EPR5759 Abcam ab126762. Validated by manufacturer and by 3 publications for Western blot, Immunohistochemistry and Immunocytochemistry in human cells.
14. Puromycin clone 12D10 (Alexa Fluor® 488 conjugated) Millipore MABE343-AF488. Validated by manufacturer and by 14 publications for Flow cytometry, Western blot and Immunofluorescence in puromycin-labelled human and mouse cells.
15. Ki-67 clone B56 (PE conjugated) BD Biosciences 556027. Validated by manufacturer and 14 publications for Flow cytometry in mouse and human cells.
16. ZAP70 clone 29 BD Biosciences 610239. Validated by manufacturer and by 5 publications for Western blot, Immunofluorescence and Immunohistochemistry in Human, Mouse, Rat and Chicken cells.
17. DHPS Abcam ab224134. Validated by manufacturer for Western blot, Immunohistochemistry and Immunocytochemistry in human cells.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Mice expressing the OT-1 TCR transgene (C57BL/6-Tg(TcraTcrb)1100Mjb/J) backcrossed to the Rag-1KO (B6.129S7-Rag1tm1Mom/J) background and containing congenic alleles for CD45.2 or CD45.1 were used as LN donors for CD8 T cells in all experiments. Mice were between 5 and 12 weeks of age and sexes were randomised for tissue donors. WT (CD45.1xCD45.2) C57BL/6J (Charles River) mice were used as recipients for in vivo experiments. All mice were bred and housed in individually ventilated cages under specific pathogen-free conditions at the University of Edinburgh Bioresearch and Veterinary Services (BVS) facilities.

### Wild animals

Not applicable

### Field-collected samples

Not applicable

### Ethics oversight

This study was approved by the Ethical Review Body at the School of Biological Sciences, University of Edinburgh. All animal experiments were approved by the University of Edinburgh Bioresearch and Veterinary Services Ethical Review body and the United Kingdom Home office under project licence P38881828 to RZ.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Cells were labelled with LIVE/DEAD™ Aqua Dead Cell Stain Kit (Invitrogen) and then fixed in Intracellular Staining Fixation Buffer (BioLegend) and permeabilised in Intracellular Staining Permeabilization Wash Buffer (BioLegend). Cells were incubated with primary antibodies for 16 hours at 4°C, washed, followed by staining with Goat anti-rabbit Alexa Fluor 647 secondary antibody (Thermo Fisher Scientific) for 1 hour at RT.

Instrument

Analysis was done on MACSQuant flow cytometer (Miltenyi Biotec); cell sorting was done on FACS Aria (BD).

Software

Flowjo version 9 was used to analyse flow data.

Cell population abundance

CD8 T cells were more than 99% of dissected lymphocytes. For CRISPR knockout, KO cells ranged from 50-80% in culture.

Gating strategy

Intact cells based on FSC-SSC, Singlets based on FSC-H and FSC-A, Live-Dead Aqua -ve.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

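Messenger RNA was sequenced from OT-I CD8+ T cells treated with GC7 (4 libraries) or with vehicle (mock, 4 libraries), and all 8 libraries were used. The condition and the replicate number of each library were taken from the sample labels, together with the paper's methods. The authors deposited raw counts per gene, 1 table per library, without normalisation and without pooling of replicates. To make them, the authors trimmed paired-end reads with Cutadapt (version 2.3), aligned them to GRCm38 with STAR (version 2.7.1a) and counted them per Ensembl gene with featureCounts. The paper's text names neither the strand setting nor the handling of reads that match several positions. Genes with near-identical copies, found by BLAST (version 2.17.0) as matches of at least 200 bases with at least 90% identity, are therefore reported as uncertain where the copies also passed the filter, and genes of other biotypes within 5 kb of a changed protein-coding gene were counted.

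From the counts, genes with more than 3 CPM in at least 4 libraries were kept, whatever their biotype. Changes were estimated with edgeR (version 4.0.16, in R version 4.3.3) using TMM factors, a model with the group as its only term, the quasi-likelihood F test and Benjamini-Hochberg adjustment over the 11189 genes tested. The paper names edgeR for this comparison. Genes with an FDR under 0.01 and more than a 2-fold change were called reduced or increased, and genes with an FDR above 0.1, or increased genes, were called not reduced, as in the legends of Fig. 5a and Supplementary Fig. 4c. Gene sets were tested with camera in limma (version 3.58.1) with an inter-gene correlation of 0.01, adjusted over 11 sets with a threshold of 0.05. Values per gene are TMM-scaled CPM as mean ± SD, with a prior count of 2 for log2 values. Standard errors of log2 fold changes were computed from the SDs of these log2 values in each group, apart from edgeR's model. Comparisons of single values between the groups used two-sided exact permutation tests, whose smallest p for 4 against 4 libraries is 0.0286. An outlying library was looked for with Dixon's ratio, the gap to the nearest of the other 3 libraries over the whole range, against a critical value of 0.829.

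Pairing comes from the replicate numbers in the sample labels, and a fit with the replicate number as a block was run beside the fit without it. The other alternatives were RLE factors, library totals, scaling without mitochondrially encoded genes, DESeq2 (version 1.42.0), limma-voom, robust estimation, glmTreat against a 1.5-fold change, no filter, filterByExpr, CPM above 3 in all 8 libraries, protein-coding genes with a mean log2 CPM of 3 or more, other definitions of not reduced, the fry test for gene sets, and each library left out in turn. The main test, the block fit, robust estimation, glmTreat, limma-voom, DESeq2 and RLE factors were tested on simulated data for the same genes, and camera and fry on simulated gene sets. The other alternatives were not simulated. With 200 genes changed by known amounts, the main test called 200 of them and no other gene, and 5 other genes passed the FDR alone. All simulated changes were larger than 2-fold, so this recovery says nothing about smaller changes or about genes called not reduced. Only 200 of 11189 simulated genes changed, while 5214 genes passed the FDR in the real libraries.

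Genes are named by a fixed rule. Named are the genes that the paper names for GC7-treated cells, nascent proteins or follow-up measurements, the 5 largest increases and the 5 largest decreases among protein-coding genes past an FDR of 0.01 and a 2-fold change in the same direction in all 4 same-numbered pairs (identifiers without a proper name skipped), and members of the mitochondrially encoded, ATF4, polyamine and glycolysis sets. The members of the sterol and p53 sets that changed most, the mitochondrial rRNAs and *Polg* fall outside this rule and were chosen after their values were seen. The gene lists and sets were written before the count tables were read but after the paper's own fold changes from the same libraries, so they are not independent of them.

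Between 17528776 and 25284730 counts per library were available, and with the filter at 3 CPM every tested gene has at least 52.6 counts in 4 or more libraries. Where a gene has 3 counts or fewer in every library of a group, the fold is given as a lower bound. Counts come from reads without molecular identifiers, so such floors cover counting error only. Nascent protein and proteome measurements were not reanalysed, apart from the paper's nascent protein values in the part of the source table of Fig. 4a read here, and tables of the paper that were read in part are described as such. The numerical work outside R used Python (version 3.11.15), numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1) and matplotlib (version 3.10.9).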

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

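The tests against normalisation and the counts of regroupings, and for mitochondrially encoded mRNAs the tests against selection of polyadenylated RNA, fewer mitochondria and position along the heavy strand, were chosen only after the results were seen, as were those against near-identical protein-coding genes and a few strong set members, the test of depth gene by gene for mock replicate 2, and the tests of counting error.

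In 41 of 320 groups of 4 libraries, 1 library stood apart from the other 3 by Dixon's ratio, where 16 are expected by chance. Mock replicate 2 accounted for 22 of them and GC7 replicate 3 for 12, and the remaining 7 were spread over mock replicate 1 with 3, GC7 replicate 2 with 2 and GC7 replicates 1 and 4 with 1 each. Groups for related genes are not independent, so a library that differs in many genes is counted many times.

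Mock replicate 2 had the lowest TMM factor (0.935 against 0.976 to 0.983 in the other mock libraries, ratio 0.861) and stood apart on the second principal component (0.984). It also stood apart in the mean expression of cytosolic ribosomal protein genes (0.843), mitochondrial ribosomal protein genes (0.927), nuclear oxidative phosphorylation genes (0.939), glycolysis genes (0.862) and polyamine and hypusination genes (0.945). Among single genes, it was the highest mock library for *Eif3f* (ratio 0.916), *Eef1b2* (0.910), *Eef2* (0.899), *Zap70* (0.861), *Thy1* (0.894), *Phb* (0.830), *Endou* (0.855), *Psph* (0.854), *Sars* (0.921), *Ppp1r15a* (0.861), *Gapdh* (0.883), *Eno1* (0.838) and *Pkm* (0.953), and the lowest for *Cd44* (0.835) and *Atp13a3* (0.877). After all libraries were thinned to the smallest total, its TMM factor had a ratio of 0.900, but library size is already taken out of a TMM factor, so this value could hardly have moved and does not bear on depth. Gene by gene, it still stood apart in 11 of these 15 genes (73.3%) after thinning, but library size is taken out of the scaled values too, so neither check bears on depth. Its gap to the nearest mock library exceeded 2 counting standard deviations (Poisson, of both libraries) in 15 of these 15 genes (100%, smallest 2.86, median 12.0), so counting error at this depth does not account for it in these genes, although they were picked for a wide gap. RNA of other cells was looked for through fixed marker genes of B cells, myeloid cells and red cells. The highest ratio to the mean of the other mock libraries was 1.70, for myeloid markers, against 1.26 for B cells and 1.28 for red cells. Mock replicate 2 was the highest mock library for each. It had 5.62 CPM of myeloid markers against at most 3.74 in the others, 178.6 against 148.1 for B cells and 0.75 against 0.68 for red cells. The donor mice carried a Rag-1 knockout, yet the other mock libraries averaged 142.1 CPM of the B cell markers. That marker set may therefore not be specific to B cells here. From the myeloid and red cell markers, a small share of RNA from other cells is not excluded. Across genes, the deviation of mock replicate 2 from the other mock libraries followed exon length (Spearman rho -0.617, squared 0.380) more than GC content (rho 0.326), so its longer mRNAs were lower. Genes are not independent replicates, so no p-value is attached. A candidate explanation is a length-dependent difference in RNA integrity or library preparation. The design gives no condition that sets this library apart from its group, so no biological explanation was tested. Without mock replicate 2, the number of listed genes with unreduced mRNA was 810, the lowest of the 8 fits that each left out 1 library.

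GC7 replicate 3 was the lowest GC7 library for *Eif5a* (964 against 1192 to 1213 CPM, ratio 0.918), *Rela* (0.975), *Actb* (0.894), *Asns* (0.881), *Phgdh* (0.934), *Ppp1r15a* (0.838), *Odc1* (0.955), *Gapdh* (0.852) and *Pgk1* (0.931), and the highest for *Cdc45* (0.864), *Gria3* (0.868) and *Ddit4l* (0.908). Its deviation from the other GC7 libraries hardly followed GC content or exon length (largest squared rho 0.0239). It still stood apart in 10 of these 12 genes (83.3%) after thinning, but it has the lowest total of all libraries, so thinning leaves its own values as they are and does not bear on depth. Its gap to the nearest GC7 library exceeded 2 counting standard deviations in 12 of the 12 genes (100%, smallest 2.15, median 6.43), so counting error does not account for it in these genes, which were likewise picked for a wide gap. No condition in the design sets it apart from the other GC7 libraries, so no biological explanation was tested.

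The other single libraries that stood apart are no more than chance gives. Mock replicate 1 was the highest for *Gria3* (ratio 0.853), *Aars* (0.955) and *Amd2* (0.833), GC7 replicate 2 was the lowest for *mt-Nd1* (0.886) and *mt-Nd4* (0.879), GC7 replicate 1 was the highest for *Pdcd1* (0.882), and GC7 replicate 4 was the lowest for *Amd1* (0.868). Of the genes named here and in the paragraphs on mock replicate 2 and GC7 replicate 3, *Eef2*, *Phb*, *Phgdh*, *Psph*, *Odc1*, *Amd1*, *Amd2*, *Actb*, *Gapdh*, *Pgk1*, *Eno1*, *Pkm* and *mt-Nd4* share near-identical sequence with other tested genes, so their counts are uncertain.

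The paper's text does not discuss mitochondrially encoded mRNAs, which are only listed among pathway genes in Supplementary Data 2. All 13 were reduced in GC7-treated cells, with a mean log2 fold change of -3.21 (range -5.27 to -1.58) and an adjusted p of 1.3e-69 from camera. Over 16 alternatives the mean lay between -3.25 and -3.12 and the adjusted p between 1.6e-158 and 3.5e-08, and with the replicate number as a block it was -3.21. *mt-Co1* fell from 7619 to 197 CPM, although it and several other members have nuclear copies with near-identical sequence. The mean with the scaling that moved it closest to 0 was -3.12, after removal of the trend with GC content and gene length -3.002, and after thinning -3.21. Thinning can move the mean of a set of well expressed genes only a little, so here and for the other sets it bears little on depth. Reads moving to nuclear copies would have raised those copies, but 15 matching nuclear genes fell from 7400 to 484 CPM, a change of -43.8% of the 15796 CPM lost by the mitochondrial mRNAs. For a change in the selection of polyadenylated RNA, 8 replication-dependent histone mRNAs were examined. Their mean of -0.99 (range -2.03 to 0.10) was a smaller decrease, with 5 of the 8 reduced. Levels of replication-dependent histone mRNAs may also follow the cell cycle, and the paper reports that GC7-treated cells accumulated in S phase. Their decrease therefore cannot decide whether a change in the selection of polyadenylated RNA contributed, and such a contribution is not excluded. The mitochondrial rRNAs *mt-Rnr1* and *mt-Rnr2* fell by 1.49 and 1.06. Against fewer mitochondria as a whole, nuclear oxidative phosphorylation mRNAs had a mean of -0.062, although mRNA does not measure organelle number and mitochondrial DNA was not measured. The 14 tested mRNAs listed as mitochondrial transcription and RNA stability factors had a mean of 0.22 (range -0.50 to 0.57). The lowest, *Polg* (adjusted p = 4.8e-04, edgeR), alone was lower at an FDR under 0.01, and 5 were higher. The change in mitochondrially encoded mRNAs did not follow the position of the 12 heavy-strand genes (Spearman rho 0.147, two-sided permutation p = 0.648). Of the 8 splits of the libraries that part all 4 same-numbered pairs, only 1, the real one, gave a mean as large, and the largest mean in any of the 34 other splits was 1.29 in size. With 8 such splits the share is never under 1 in 8, so this count could not have separated a change of any size from a random grouping. Over all 35 splits, which include ones that part fewer pairs, the real one alone gave a mean as large, and the mean expression of the set was lower in every GC7 than in every mock library (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow, adjusted 0.0393 over 11 sets). The tests leave open a contribution from the selection of polyadenylated RNA. They also leave open the hypothesis that mitochondrial transcription or RNA stability may be lower in GC7-treated cells.

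Cytosolic ribosomal protein mRNAs, which the paper discusses only as nascent proteins, were higher in GC7-treated cells. The mean log2 fold change of 80 genes was 0.44 (0.44 with the replicate number as a block, camera adjusted p = 1.9e-07, range over alternatives 2.0e-14 to 0.0113). All 80 were higher with TMM and with library totals, and 79 with RLE factors, and with TMM none was increased by more than 2-fold. With the scaling that moved it closest to 0 the mean was 0.43, after removal of the GC content and length trend 0.52, and after thinning 0.44. Mock replicate 2 stands apart in this set, and without it the mean was 0.54, the highest as single libraries were left out. Without GC7 replicate 3, the highest GC7 library in this set, the mean was 0.37, the lowest, with 78 genes higher and 2 lower. Only 1 of the 8 splits that part all same-numbered pairs gave a mean as large, which is the smallest share that count can give. It was also 1 of all 35 splits, although the largest mean in any other split was 0.40, close to the real one. The mean expression of the set was higher in every GC7 than in every mock library (exact permutation test, adjusted p = 0.0393). As a hypothesis, these mRNAs may accumulate in relation to other mRNAs under GC7.

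The mean log2 fold change of 34 ATF4 targets, a set that the paper does not discuss, was 0.31 (0.30 with the replicate number as a block, camera adjusted p = 0.0041, range over alternatives 3.8e-05 to 0.0123). With TMM 20 of them were higher and 14 lower, and with library totals 27 were higher. The mean was 0.30 with the scaling that moved it closest to 0, 0.42 after removal of the GC content and length trend, and 0.31 after thinning. Without the 3 members that changed most, *Cth*, *Sesn2* and *Nupr1*, the mean was 0.14, so the rise rests to a large part on them. *Sesn2* is also among the genes that the paper lists under p53 signalling. Only 1 of the 8 splits that part all same-numbered pairs gave a mean as large, a share that could not have been smaller, and 1 of all 35 splits did, with a largest mean of 0.25 in any other split. The mean expression of the set was higher in 4 of 4 same-numbered pairs without overlap between the groups (exact permutation test, adjusted p = 0.0393). Because the mean depends on those 3 members, a general activation of ATF4 is not shown, and a change in a few of its targets remains a candidate explanation.

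The sterol synthesis genes, which the paper does not discuss, were lower in GC7-treated cells. The mean over 26 genes was -1.02 (-1.02 with the replicate number as a block, camera adjusted p = 6.3e-20), all 26 were lower with TMM, RLE factors and library totals, and 10 were reduced. The mean was -0.93 with the scaling that moved it closest to 0, -0.99 after removal of the GC content and length trend, -1.03 after thinning and -0.88 without *Scd1*, *Pmvk* and *Lss*, the members that changed most, which were singled out after their values were seen. Only 1 of the 8 splits that part all same-numbered pairs gave a mean as large, which that count cannot undercut, and 1 of all 35 splits did, with a largest mean of 0.54 in size in any other split. Every GC7 library had a lower mean expression of the set than every mock library (exact permutation test, adjusted p = 0.0393). Lower transcription of sterol synthesis genes under GC7 is a hypothesis that may deserve a separate measurement.

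Among the tested genes that the annotation does not class as protein-coding, which the paper does not discuss, 48 were reduced and 40 increased outside the mitochondrial genome. These biotypes include pseudogenes and immune receptor gene segments. The 48 hold 3 T cell receptor constant, 2 immunoglobulin constant and 2 immunoglobulin joining segments, which are parts of receptor genes. The donor mice carried a Rag-1 knockout, so whether these transcripts encode protein here is not known. The 5 tested mitochondrial tRNA and 2 mitochondrial rRNA genes, all reduced, are not counted here. Of these 88 genes, 95.5% were still called after thinning to the smallest total. Reads of neighbouring genes are a candidate explanation for some, since 7 of the 88 (7.95%) overlap or neighbour a protein-coding gene called in the same direction, against 12 of the 902 that were not called (1.33%, one-sided Fisher's exact test, p = 7.2e-04). Reads shared with near-identical protein-coding genes are a candidate explanation for more, since 22 of the 88 (25%) match a protein-coding gene called in the same direction, against 14 of 902 (1.55%, one-sided Fisher's exact test, p = 7.9e-16). Of those 22, 19 were reduced, and 9 match mitochondrial mRNAs with log2 fold changes from -5.50 to -1.55. The other 66, of which 29 were reduced and 37 increased, have no such match.

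The counts of genes past the thresholds were compared with other splits of the libraries in the same way. For the 594 reduced genes, the 355 increased genes, the 4157 genes not reduced and the 972 and 74 listed genes with unreduced mRNA, only 1 of the 8 splits that part all same-numbered pairs gave a result as extreme. None of the 34 other splits, of which 24 part 2 pairs and 3 part no pair, had a gene past the FDR, so every tested gene counted as not reduced there. These other splits had between 3 and 1121 genes with an unadjusted p under 0.05 (median 131.5), against 7121 for the real one.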

How the results depend on the processing

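The alternatives were set before the data were examined, except the definition of not reduced that admits any increase, which was added after the data were seen. Of the counts of genes, 86 values under the alternatives stayed within 1.5 times the reported count and 18 did not. Of the gene set means, 165 kept their direction and their side of the threshold, 10 reversed and 1 passed the threshold. For the 143 named genes, 1901 values were the same, 29 reversed, 22 newly passed the threshold and 50 no longer did, in 35 genes. The causes of these changes were not tested unless stated.

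For the counts over all tested genes, the filter made the largest difference, and for the listed genes the definition of not reduced did. Without a filter (28350 genes), 1189 genes were reduced, 773 increased and 19680 not reduced. With filterByExpr (14517 genes) these were 1013, 601 and 6432. With CPM above 3 in all 8 libraries, 222 were increased, and among protein-coding genes with a mean log2 CPM of 3 or more, 366 were reduced and 210 increased. Not reduced, when it covers everything except genes lower at an FDR under 0.05, gave 7943 genes, 1635 of the list and 119 of the shared list. When it covers everything except reduced genes, it gave 10595, 1635 and 119, and with any increase admitted 7607, 1633 and 119. The list was drawn by the authors from these libraries, so the counts of listed genes show no stability.

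With the replicate number as a block, 596 genes were reduced, 358 increased and 4227 not reduced. RLE factors gave 603 reduced and 353 increased genes, DESeq2 602 and 353, limma-voom 597 and 359, and glmTreat 567 and 329. Library totals moved the median of all genes by 0.094 and gave 497 reduced and 434 increased genes, so that 53.4% of calls were reductions in place of 62.6%, and 718 of the list and 58 of the shared list met the criterion. Across the 8 fits that each left out 1 library, 568 to 604 genes were reduced, 331 to 370 increased and 3801 to 4684 not reduced.

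The gene sets that reversed had means close to 0. Mitochondrial ribosomal proteins (0.01) were at -0.014 without a filter, at -0.00047 with filterByExpr, and from -0.018 to 0.082 as single libraries were left out. Nuclear oxidative phosphorylation (-0.06) was at 0.035 with library totals and from -0.093 to 0.026 as single libraries were left out, G2/M (0.02) ranged from -0.020 to 0.033 in those fits, and the polyamine set (0.08) was at -0.031 with CPM above 3 in all 8 libraries. The S phase set (0.08, camera adjusted p = 0.302) had the same mean of 0.081 with fry and an adjusted p of 0.0035 (range over its alternatives 0.0035 to 0.398). The mean expression of the S phase set and of the polyamine set was higher in every GC7 than in every mock library, and in 4 of 4 same-numbered pairs (two-sided exact permutation test, p = 0.0286, adjusted 0.0393 over 11 sets), a separation as complete as that of the ATF4, ribosomal and sterol sets but with smaller means.

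With library totals, the sign changed for *Cebpb* (0.042), *Eif5a* (0.0034), *Gars* (0.0092), *Nars* (0.084), *Oaz2* (0.0075), *Pycr1* (0.025), *Slc38a2* (0.073), *Slc7a5* (0.078), *Tbx21* (0.012) and *Trib3* (0.0022). As single libraries were left out, it changed for *Cdk1* (-0.00044 to 0.066), *Cebpb* (-0.177 to 0.113), *Eno3* (-0.030 to 0.112), *Nars* (-0.065 to 0.052), *Rfc5* (-0.019 to 0.058), *Slc38a2* (-0.059 to 0.0057), *Slc7a5* (-0.103 to 0.117), *Tbx21* (-0.154 to 0.013) and *Trib3* (-0.217 to 0.0069).

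Thinning to the smallest library gave 587 reduced and 360 increased genes, but it removes too few counts to show how far depth limits these numbers. *Eomes*, with 33 to 54 counts per library, was not tested because of the filter at 3 CPM. Its mean was 2.17 CPM in mock and 2.22 CPM in GC7 libraries. CPM is scaled by the library total, so its absence does not show a limit set by depth.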

Differences from the paper's values

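The column of genes not down-regulated in mRNA in Supplementary Data 3 holds 6032 names in the paper's table, against 3274 protein-coding genes with a mean log2 CPM of 3 or more that met the criterion in the legend of Supplementary Fig. 4c. Among the alternatives set before the data were examined, those that define not reduced as everything except genes lower at an FDR under 0.05 (6315) and as everything except reduced genes (8654) lie within 1.5 times of the paper's value, the margin used here, the latter well above it. A definition that admits any increase gave 6032, the paper's own number, but it was chosen after seeing the values. Every name of the column that was read met it. The other alternatives stayed outside that margin, with 3272 genes under RLE factors, 3207 under library totals, 3293 without mitochondrially encoded genes in the scaling, 3277 under DESeq2 and under limma-voom, 3639 without a filter, 3345 with filterByExpr, 3267 with CPM above 3 in all 8 libraries, 3332 with the replicate number as a block, 3287 with robust estimation, and 2951 to 3709 as single libraries were left out.

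The paper names FYN, IL2RG, eIF3F and eIF3M among proteins lower in nascent protein under both GC7 treatment and *Eif5a* KO, with mRNA that GC7 treatment did not reduce. By the stated criterion *Fyn* (log2 fold change 0.36), *Il2rg* (0.22), *Eif3f* (0.40) and *Eif3m* (0.28) do not qualify, since all were higher with an FDR under 0.1 and rose by less than 2-fold. They do qualify under the definitions that cover everything except genes lower at an FDR under 0.05, everything except reduced genes, and any increase, the last chosen after seeing the values. The paper also places FYN in the shared group, and the shared list of 119 genes in Supplementary Data 3 does not hold it. The paper's text and Fig. 5a give smaller numbers for the list and the shared list than the 1635 and 119 genes that Supplementary Data 3 lists, of which 972 and 74 met the criterion here.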

Other observations

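The tests of ribosomal protein mRNAs in the published list and of a few strong set members, those against normalisation and the counts of regroupings were chosen only after the results were seen.

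The source table of Fig. 4a, read here in part, gives the paper's nascent protein values for 1994 proteins, and for 1896 of them the change after GC7 treatment could be set beside the recomputed mRNA change. The rest of that table was not used here. Across genes, which are not independent replicates, Spearman's rho was 0.0495 and Pearson's r 0.0563. Among these 1896 genes, mRNA changes therefore say little about how far a nascent protein fell. The rows read may not be a random part of the table, so the correlations and medians given here cover these rows only. The median nascent log2 fold change, the paper's value, was -1.37 overall, -1.48 for 73 genes with reduced mRNA and -1.09 for 19 genes with increased mRNA, and all 19 were lower in nascent protein.

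Cytosolic ribosomal proteins make up 56 genes of the list of 1635, and 100% of their mRNAs were higher in GC7-treated cells while the paper lists their nascent proteins as lower. The list was chosen for mRNA that is not reduced and for lower nascent protein. All 80 tested cytosolic ribosomal protein mRNAs, listed or not, were higher with TMM (0.01 to 0.94), and 79 with RLE factors. These values argue against the choice on mRNA as the source of the higher mRNAs in this set. The lower nascent proteins remain part of how the list was chosen, so their direction is not an independent result.

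The p53 target set rose by a mean log2 fold change of 1.17. It was 1.16 with the scaling that moved it closest to 0, 1.20 after removal of the GC content and gene length trend, 1.16 after thinning to the smallest total, and 1.00 without *Perp*, *Zmat3* and *Zfp365*, the 3 members that changed most, named after their values were seen. The glycolysis set fell, with a mean of -1.27. It was -1.17 with the scaling that moved it closest to 0, -1.17 after removal of the trend, -1.27 after thinning, and -1.07 without *Aldoc*, *Pgm1* and *Slc2a3*. For each set, only 1 of the 8 splits of the libraries that part all same-numbered pairs gave a mean as large, with largest means of 0.67 and 0.64 in size in any other split. The share is never under 1 in 8 with 8 such splits, so this count could not have separated either change from a random grouping. Over all 35 splits, the real one alone gave a mean as large for each set. Every GC7 library had a higher mean expression of the p53 set and a lower one of the glycolysis set than every mock library (two-sided exact permutation test, adjusted p = 0.0393 for each). The values are consistent with a p53 response and lower glycolytic gene expression under GC7 as hypotheses, and the sets were chosen after the paper's table from the same libraries had been read.

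Several genes that the paper measures by other assays or in *Eif5a* KO cells have values in the GC7 and mock libraries. *Tbx21* was at 18.5 ± 2.75 CPM (SD, n = 4) in mock and 17.4 ± 1.54 CPM in GC7 libraries (log2 fold change -0.08, adjusted p = 0.527, edgeR's quasi-likelihood test), and *Cdk1* was at 149 and 153 CPM (0.04, adjusted p = 0.638, edgeR). *Eomes* did not pass the filter, with 41 to 54 counts in mock and 33 to 54 in GC7 libraries. *Ifng* rose from 17.7 ± 4.10 to 44.3 ± 7.70 CPM (1.32, adjusted p = 1.8e-05, edgeR, higher in 4 of 4 same-numbered pairs), while *Tnf* changed by -0.15 (adjusted p = 0.211). The paper compared these mRNAs between treatments in cells restimulated with peptide, while the labels of these libraries name only IL-2, with or without GC7. The values for *Ifng* and *Tnf* are therefore not a repeat of that comparison. *Gzmb* fell by 0.61 (adjusted p = 0.00448), *Prf1* by 1.46 (5.3e-06) and *Lag3* by 1.15 (1.7e-07), each lower in 4 of 4 pairs by the same test. *Actb* fell from 4473 ± 369 to 2476 ± 330 CPM (log2 fold change -0.85, adjusted p = 2.1e-05, edgeR), with GC7 replicate 3 the lowest, and it shares near-identical sequence with other tested genes. With the replicate number as a block, the log2 fold changes were -0.08 for *Tbx21*, 0.04 for *Cdk1*, 1.33 for *Ifng*, -0.64 for *Gzmb*, -1.49 for *Prf1*, -1.16 for *Lag3* and -0.86 for *Actb*.

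*Eif5a* (ENSMUSG00000078812, chromosome 11, 69916714 to 69921958 in GRCm38) was at 1221 ± 103.5 CPM in mock and 1145 ± 121 CPM in GC7 libraries (log2 fold change -0.09, standard error 0.100, adjusted p = 0.395, edgeR), with GC7 replicate 3 the lowest. It matches 3 other annotated genes closely, none of which passed the filter. For the enzymes of hypusination, *Dhps* changed by -0.29 (adjusted p = 0.00638, and 0.0125 with the replicate number as a block, edgeR) and *Dohh* by -0.40 (adjusted p = 0.0218, and 0.00596 with the block, edgeR). Over the alternatives the adjusted p ranged from 0.0023 to 0.0357 for *Dhps* and from 0.0060 to 0.0624 for *Dohh*.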
